# Elevated levels of the methyltransferase SETD2 causes transcription and alternative splicing changes resulting in oncogenic phenotypes

**DOI:** 10.3389/fcell.2022.945668

**Published:** 2022-08-10

**Authors:** Saikat Bhattacharya, Divya Reddy, Ning Zhang, Hua Li, Jerry L. Workman

**Keywords:** chromatin, histone, methylation, epigenetics, cancer

## Abstract

The methyltransferase SETD2 regulates cryptic transcription, alternative splicing, and the DNA damage response. It is mutated in a variety of cancers and is believed to be a tumor suppressor. Counterintuitively, despite its important role, SETD2 is robustly degraded by the proteasome keeping its levels low. Here we show that SETD2 accumulation results in a non-canonical deposition of the functionally important H3K36me3 histone mark, which includes its reduced enrichment over gene bodies and exons. This perturbed epigenetic landscape is associated with widespread changes in transcription and alternative splicing. Strikingly, contrary to its role as a tumor suppressor, excessive SETD2 results in the upregulation of cell cycle-associated pathways. This is also reflected in phenotypes of increased cell proliferation and migration. Thus, the regulation of SETD2 levels through its proteolysis is important to maintain its appropriate function, which in turn regulates the fidelity of transcription and splicing-related processes.

## Introduction

Chromatin modifying enzymes deposit functionally important histone modifications in a spatiotemporal manner. This results in the generation of a “histone code” that can be recognized by “reader” proteins to bring about changes in vital cellular processes such as transcription, repair, and alternative splicing (Strahl and Allis, 2000; Jenuwein and Allis, 2001).

One such important histone mark is H3K36me3 which is deposited by the enzyme SETD2 in mammalian cells. SETD2’s methyltransferase activity is regulated by its interaction with RNA Pol II and the RNA-binding hnRNPs (Bhattacharya and Workman, 2020; Bhattacharya et al., 2021a; Bhattacharya et al., 2021b). Functionally, H3K36me3 correlates with transcription activation, and it also regulates DNA repair, pre-mRNA splicing, and DNA methylation (Bannister et al., 2005; Vakoc et al., 2006; Kolasinska-Zwierz et al., 2009; Dhayalan et al., 2010; Venkatesh et al., 2012; Li et al., 2013; Pfister et al., 2014; Yuan et al., 2017). Furthermore, SETD2 also has non-histone substrates such as tubulin, actin, and STAT1 (Park et al., 2016; Chen K et al., 2017; Seervai et al., 2020). SETD2 is frequently mutated in cancers such as CCRCC (Clear Cell Renal Cell Carcinoma), and its deletion is embryonically lethal (Al Sarakbi et al., 2009; Duns et al., 2010; Hu et al., 2010; Zhu et al., 2014; Li et al., 2016a; Su et al., 2017; Chiang et al., 2018).

Although SETD2 is functionally important, the protein does not accumulate in human cells. Previously, we and others have shown that the robust degradation of SETD2 is brought about by the ubiquitin-proteasome system (UPS) (Zhu et al., 2017; Bhattacharya and Workman, 2020; Bhattacharya et al., 2021c). Notably, an extended N-terminal region is present in SETD2 that is absent in Set2, its yeast homolog. Interestingly, a protein-coding splice variant of SETD2 lacks the extended N-terminus but contains the catalytic SET domain as per the ENSEMBL database. Previously, we reported that this unique N-terminal region is rich in intrinsically disordered regions (IDRs) and facilitates SETD2’s degradation by the proteasome (Bhattacharya et al., 2021c). Consequently, the removal of this region leads to SETD2 accumulation (Bhattacharya and Workman, 2020; Bhattacharya et al., 2021c). However, the possible consequences of the cellular accumulation of SETD2 are unknown.

Here we show that increased SETD2 levels result in the spurious deposition of the H3K36me3 mark that occurs in a non-canonical manner. This is accompanied by widespread transcription and alternative splicing aberrations as well as phenotypic changes.

## Materials and methods

### Plasmids

SETD2-HaloTag^®^ human ORF in pFN21A was procured from Promega. Deletion mutants of SETD2 were constructed by PCR (Phusion polymerase, NEB) using full-length SETD2 as a template and individual fragments were cloned. All constructs generated were confirmed by sequencing.

Cell line maintenance and drug treatment- HEK293T cells were procured from ATCC. Cells were maintained in DMEM supplemented with 10% FBS and 2 mM L-glutamine at 37°C with 5% CO_2_. Transfections were performed at cell confluency of 40% using Fugene HD (Promega) using a ratio of 1:4 of the plasmid (μg) to transfection reagent (μl).

### Microscopy

293T cells were plated onto glass coverslips in a 6-well plate. Cells were washed with 1x PBS and fixed in 4% paraformaldehyde for 20 min at 37°C. Cells were then washed three times with cold 1x PBS. All the images depicted in the same panel were captured using the same settings unless otherwise specified.

### MTT assay

The viability of cells was quantified by their ability to reduce MTT to formazan, which is colored. Briefly, a thousand cells were plated per well, MTT reagent (5 mg/ml in Dulbecco’s PBS), was added to the cells at 1/10 volume of the medium. Cells were then incubated at 37°C for 4 h. A twofold volume of MTT solubilization buffer (0.01 M HCl; 10% SDS) was added to the cells, followed by incubation in the dark at 37°C for 24 h. The absorbance was measured at 570 nm with a TecanM200 microplate reader. Cell viability was expressed as the number of viable cells for each day.

### Migration and invasion assay

Migration and invasion assays were performed using a Transwell system (8-μm pore size; Corning Inc., Corning, NY, United States). Briefly, 1×10^5^ cells in 200 μl DMEM without serum were seeded onto the upper chamber of the Transwell (12-well insert). DMEM supplemented with 20% FBS was added to the basal compartment to serve as a chemoattractant. The cells were allowed to migrate for 24 h, and then, the cells that remained on the top side of the chamber were gently scraped off using wet cotton swabs. The cells that had migrated to the basal side were fixed in paraformaldehyde for 20 min at room temperature, stained with 0.2% crystal violet. Captured photographs were analyzed using ImageJ software.

For invasion assays, the chamber was coated with 100 μl of 1 mg/ml Matrigel (BD Biosciences, San Jose, CA, United States) and after overnight incubation, 2 × 10^5^ cells in DMEM without serum were plated on the apical side of the chamber. The other procedures were carried out in the same manner as the migration assay after 48 h of incubation. Matrigel was diluted 1:8 times for this assay.

### Isolation of total RNA and PCR

Total RNA was extracted from cells as per the manufacturer’s (Qiagen) instructions. To degrade any possible DNA contamination, isolated RNA was treated with DNaseI (NEB) for 30 min at 72°C. RNA (2 μg) was subjected to reverse transcription using the QScript cDNA synthesis mix according to the manufacturer’s instructions. cDNAs were then amplified with the corresponding gene-specific primer sets. For RT-PCR, PCR was conducted for 24 cycles using the condition of 30 s at 94°C, 30 s at 60°C and 30 s at 72°C. The PCR products were analyzed on 1% agarose gels containing 0.5 μg/ml ethidium bromide. The sequence of oligos is in Supplementary Figure S4.

### Antibodies

H3K36me3 (CST, 4909S), H3K36me2 (Active Motif, 39255), H3K36me1 (Abcam, ab9048), H3 (CST, 9715S), Halo (Promega, G9211), SETD2 (Abclonal, A3194), β-actin (Abcam, ab8224).

### ChIP

Cells were cross-linked in 1% formaldehyde for 10 min, and then the reaction was quenched by incubation in 125 mM glycine for 5 min. After washing with cold 1x PBS three times, cells were harvested by scraping using a cell scraper and pelleted down by centrifugation. The cell pellet was resuspended in the swelling buffer (25 mM HEPES pH 8, 1.5 mM MgCl_2_, 10 mM KCl, 0.1% NP40, 1 mM DTT, protease inhibitor cocktail), kept on ice for 10 min, and then subjected to Dounce homogenization. The nuclear pellet was obtained by centrifugation and resuspended in the sonication buffer (50 mM HEPES pH 8, 140 mM NaCl, 1 mM EDTA, 1% Triton X 100, 0.1% Na-deoxycholate, 0.1% SDS, protease inhibitor cocktail), followed by sonication for 12 cycles (30% amplitude, 10 s on/60 s off) using a Branson Sonicator while keeping on ice. For spike-in normalization, the spike-in chromatin and antibody were added to the reaction as per the manufacturer’s recommendation (Active Motif). The chromatin was incubated with antibodies at 4°C overnight and then added to 30 μl of equilibrated protein G-Dyna beads (Thermo Fisher Scientific) for an additional 2 h with constant rotation. The beads were extensively washed, and bound DNA was eluted with elution buffer (50 mM Tris-HCl pH 8, 5 mM EDTA, 50 mM NaCl, 1% SDS) and reverse-crosslinked at 65°C overnight. DNAs were purified using the QIAquick PCR purification kit (Qiagen) after the treatment of proteinase K and RNase A.

### High throughput sequencing

Sequencing libraries were prepared using High Throughput Library Prep Kit (KAPA Biosystems) following the manufacturer’s instructions. The library was sequenced on an Illumina HiSeq platform with paired reads of 75 bp for RNA-seq and single reads of 50 bp for ChIP-seq.

### ChIP-seq analysis

Raw reads were demultiplexed into FASTQ format allowing up to one mismatch using Illumina bcl2fastq2 v2.18. Reads were aligned to the human genome (hg38) using Bowtie2 (version 2.3.4.1) with default parameters (Langmead and Salzberg, 2012). For samples with fly spike-in, reads were first mapped to the *Drosophila melanogaster* genome (dm6), and unmapped reads were then aligned to the human genome (hg38). Reads per million (RPM) normalized bigWig tracks were generated by extending reads to 150bp. For spike-in ChIP-seq data, we also generated spike-in normalized bigWig tracks (RPM normalization factor = 1E6/number of reads aligned to hg38, and spike-in normalization factor = 1E6/number of reads aligned to dm6).

### Peak calling

Epic2 (with options: −gn hg38 −fs 200 −fdr 0.05) was used to call wide peaks for H3K36me3 ChIP-seq data for FL, C, and CΔSRI (Stovner and Sætrom, 2019). Next, ChIPseeker was applied (with options: genomicAnnotationPriority = c(‘Intergenic', ‘5UTR′, ‘3UTR′, ‘Exon', ‘Intron')) to obtain the genomic feature distribution (Ensembl 96 release) under peaks (Yu et al., 2015).

Metagene Plots- 14533 Protein-coding genes (Ensembl 96 release) were selected with length ≥600bp and no other genes within -2 Kb TSS and +2 Kb TES regions. Metagene regions were from -2 Kb TSS to +2 Kb TES. In addition, 2 Kb upstream TSS and downstream TES regions are grouped into 100 bins (20bp per bin), respectively. The gene body region is grouped into 300 bins (at least 2bp per bin since the minimum gene length is 600bp). In total, each gene is grouped into 500 bins. The average normalized (RPM or spike-in) H3K36me3 signals in each bin were plotted using the R package EnrichedHeatmap (Gu et al., 2018).

H3K36me3 on exons and introns- Protein-coding genes were selected, and the longest transcript for each gene was chosen. Also, we removed any overlapping transcripts (ignore the strand). As a result, 15311 transcripts were used to calculate the H3K36me3 signal (RPM normalized) distribution on exons/introns. The average exon/intron signal is defined as the total H3K36me3 signals on all exons/introns divided by the total exon/intron length.

### RNA-seq analysis

Raw reads were demultiplexed into FASTQ format allowing up to one mismatch using Illumina bcl2fastq2 v2.18. Reads were aligned to the human genome (hg38 and Ensembl 96 gene models) using STAR (version STAR_2.6.1c) (Dobin et al., 2012). TPM expression values were generated using RSEM (version v1.3.0) [5]. edgeR (version 3.24.3 with R 3.5.2) was applied to perform differential expression analysis, using only protein-coding and lncRNA genes (Robinson et al., 2010). rMATs (version 4.0.2) was used to perform differential alternative splicing analysis with default parameters starting from FASTQ files (Shen et al., 2014). FDR cutoff of 0.05 was used to determine statistical significance.

## Results

### The H3K36me3 mark is enriched over the 3′end and exons of transcriptionally active genes

Several methyltransferases, such as ASH1L, NSD1 and 2, etc., can deposit the histone H3K36me1 and H3K36me2 marks in mammalian cells (Wagner and Carpenter, 2012; Husmann and Gozani, 2019). However, SETD2 is the only enzyme that performs H3K36 trimethylation *in vivo*. Previously we showed that SETD2 stabilization results in an increase in global H3K36me3 levels in a Pol II-independent manner (Bhattacharya and Workman, 2020; Bhattacharya et al., 2021c).

To understand the molecular changes occurring in cells upon SETD2 stabilization, we first wanted to examine the effect of increased SETD2 accumulation on the H3K36me3 distribution. For this, spike-in normalized H3K36me3 ChIP-Seq of wild-type (WT) and setd2Δ (knockout, KO) cells was performed first to understand the canonical distribution of this mark. In the KO cells, both the alleles of the endogenous SETD2 gene are disrupted and as expected, it lacks the H3K36me3 mark as can be seen in western blots (Figure 1A) (Hacker et al., 2016). Metagene analysis revealed a clear enrichment of H3K36me3 within the coding region of genes in the WT cells (Figure 1B). As expected, the H3K36me3 signal was not observed in the KO cells (Figure 1B). Moreover, the enrichment of H3K36me3 was skewed towards the 3’ end of genes (Figure 1B) as was reported previously (Barski et al., 2007). Additionally, a metagene analysis of H3 normalized H3K36me3 levels on protein-coding genes showed that this modification is greatly enriched at the highly expressed genes as compared to the low expressed ones (Figure 1C). This is consistent with the known association of this mark with transcriptionally active genes (Wagner and Carpenter, 2012; Carvalho et al., 2013). Furthermore, a closer inspection of the H3 normalized H3K36me3 distribution within the coding region revealed that H3K36me3 is more enriched over exons as compared to introns (Figure 1D).

**FIGURE 1:**
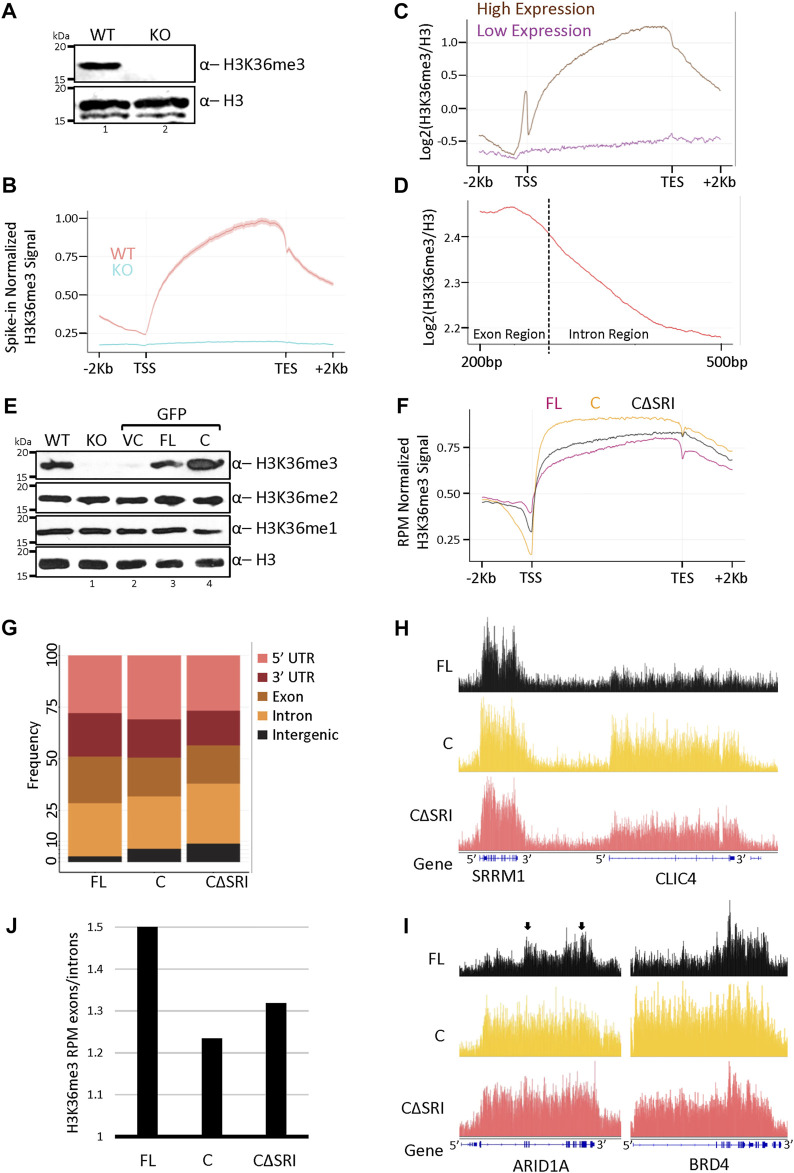
Increased SETD2 abundance leads to a non-canonical H3K36me3 deposition. **(A,E)** Western blot of whole-cell lysates probed with the depicted antibodies. setd2Δ 293T (KO) cells were transfected with GFP-vector control (VC), SETD2 full-length (FL), or SETD2 C **(C)** and lysates were prepared 72 h post-transfection. WT is wildtype. **(B–D,F)** Metagene plots depicting the normalized distribution of H3K36me3 in WT, KO (*setd2Δ* 293T), and KO cells expressing SETD2 constructs. **(G)** Histogram depicting the distribution of H3K36me3. The dotted line in **(D)** is representing the intron/exon junction. In our analysis, the average length for the exon was 326 base pairs (median was 139 base pairs), and the average length for the intron was around 4600 base pairs (median around 1080 base pairs). Hence, a shorter exon region length and longer intron region length is depicted in the H3K36me3 metagene plot with exon/intron junction regions. **(H,I)** Genome browser tracks depicting the peaks of H3K36me3. The blue solid blocks on the X-axis denote the exons. The arrows highlight the greater enrichment of H3K36me3 over exon-rich regions of ARID1A. **(J)** Bar graph showing the H3K36me3 enrichment over exons as compared to introns.

### High levels of SETD2 result in a non-canonical H3K36me3 distribution

To test the effect of SETD2 stabilization on H3K36me3 levels and distribution, constructs were made to express GFP- or Halo-tagged full-length (SETD2 FL) and the C-terminal segment of SETD2 (1404-2564, SETD2 C) under the control of a CMV promoter. Recombinant expression of SETD2 has been previously used to investigate the function of the protein (Carvalho et al., 2014; Chen K et al., 2017; Zhu et al., 2017; Chiang et al., 2018; Zhang et al., 2020). The constructs were introduced in KO cells and 72 h post-transfection whole-cell lysates were prepared and analyzed by western blotting. Consistent with our previous report, the expression of SETD2 C in KO cells led to a marked increase in the H3K36me3 level as compared to WT cells, and the rescue with SETD2 FL (Figure 1E) (Bhattacharya and Workman, 2020). The other two H3K36 methyl marks, H3K36me1, and H3K36me2, largely remained unchanged (Figure 1E). The expression of the vector control (VC) did not alter the levels of H3K36 methylation as expected (Figure 1E). Further, microscopy of cells expressing GFP-tagged constructs and western blotting of lysates of cells expressing Halo-tagged proteins confirmed that the expression of SETD2 C is markedly higher than that of SETD2 FL as we have previously reported (Supplementary Figures S1A,B)^3^. Notably, the level of ectopically expressed SETD2 FL was comparable to that of endogenous SETD2 (Supplementary Figure S1C). The robust degradation of the full-length SETD2 protein by the proteasome likely accounts for this, even though a CMV promoter was used to drive the expression of the constructs.

Next, ChIP-Seq of H3K36me3 was performed post introduction of GFP-SETD2 constructs in the KO cells, and the H3K36me3 distribution was compared. A SETD2 C mutant that lacks the Set2-Rpb1 Interaction (SRI) domain (SETD2 CΔSRI)and hence, cannot interact with Pol II was also included. Initially, a comparison of the H3K36me3 distribution of WT cells and KO cells expressing SETD2 FL was performed. The total number of H3K36me3 peaks between WT (9131) and SETD2 FL expressing cells (11422) were comparable (Supplementary Figure S2A). It has to be considered though that H3K36me3 peaks are very broad and that may result in some discrepancies in peak-calling. Nevertheless, approximately 92% of H3K36me3 peaks in WT cells overlapped with those in SETD2 FL. Moreover, the overall distribution of H3K36me3 was very similar in WT and SETD2 FL-expressing KO cells (Supplementary Figure S2B). Interestingly, upon the rescue of the KO cells with the SETD2 C construct, the H3K36me3 mark continued to be enriched within the gene bodies (Figure 1F). Notably, this was true even upon rescue with the mutant that lacks RNA Pol II interaction (SETD2 CΔSRI). This is consistent with the reports in yeast that suggests that the association with Pol II is required for Set2’s activation and not necessarily its chromatin recruitment (see Discussion). However, a closer inspection of the H3K36me3 distribution revealed that it is skewed towards the 5′ end of the genes in cells rescued with SETD2 C as compared to SETD2 FL (Figure 1F). Also, consistent with the global increase in the H3K36me3 signal observed in western blots, the expression of SETD2 C and CΔSRI resulted in a markedly higher number of H3K36me3 peaks- 24884 and 17817, respectively (Supplementary Figure S2A). Furthermore, a global analysis of the peaks revealed that there is a higher proportion of H3K36me3 at the intergenic regions post-rescue with SETD2 C as compared to SETD2 FL (Figure 1G). Besides, there was an aberrant deposition of H3K36me3 on numerous genes. For example, the genome browser tracks of the CLIC4 gene reveal a higher level of H3K36me3 in SETD2 C and CΔSRI rescued cells as compared to SETD2 FL (Figure 1H). Likewise, the 5′ skewing of H3K36me3 observed in the metagene analysis of cells expressing SETD2 C and CΔSRI was readily apparent in genes such as ARID1A and BRD4 (Figure 1I). Moreover, in SETD2 FL expressing cells two regions that are exon-rich in the ARID1A gene (marked by arrows) have higher enrichment of H3K36me3 as compared to intronic regions (Figure 1I). This pattern is not as distinct in C and CΔSRI expressing cells. Indeed, a global analysis revealed that the ratio of average exon signal divided by the average intron signal was lower in SETD2 C rescued cells as compared to cells rescued with SETD2 FL (Figure 1J). This suggests that upon the increased accumulation of SETD2, the relative enrichment of H3K36me3 over exons decreases.

Thus, the absence of the N-terminal region results in greater accumulation of SETD2 and results in global changes in the canonical H3K36me3 distribution pattern.

### Excessive SETD2 accumulation results in changes in transcription

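HEK293T is a human embryonic kidney cell line, and KO denotes its derivative in which the endogenous SETD2 gene had been targeted. RNA from 10 libraries was analysed here. The authors aligned the reads and deposited TPM, a measure of transcript abundance relative to transcript length and to the whole library, for 58884 genes, estimated with RSEM, in 2 tables that were made separately. The first table holds 2 WT and 2 KO libraries. The second holds 2 KO libraries, 2 libraries of KO cells expressing SETD2 FL (residues 1 to 2564) and 2 of KO cells expressing SETD2 C (residues 1404 to 2564), with RNA isolated 72 h after transfection. The sample labels describe the KO libraries as untreated. TPM has the same sum in every library, so the depth of each library is unknown. The number of genes with a TPM above 0 was 24691 and 24306 in the KO libraries of the second table, 25440 and 25134 with SETD2 FL, and 27104 and 26139 with SETD2 C. Replicates of one group had a Pearson correlation of log2 values across genes of 0.995 for KO, 0.995 for SETD2 FL and 0.994 for SETD2 C, and genes are not independent replicates. For each table, TPM was scaled by each library's median ratio over genes with a TPM of at least 1 in every library. In the second table the scaling factors ranged from 0.936 for the second SETD2 C library to 1.05 for the first SETD2 FL library, and in the first table from 0.947 for the first KO library to 1.14 for the first WT library. Genes with a TPM of at least 0.5 in at least 2 libraries, of protein-coding or lncRNA type in GENCODE 44, were tested with limma on log2(scaled TPM + 0.5), and fold changes are on that scale, which understates the change of genes with low TPM. Comparisons were made only within a table. SETD2 (ENSG00000181555) lies on chromosome 3 of GRCh38 from 47016428 to 47164113 on the minus strand, and its reference transcript has 21 exons. In the first table its TPM was 12.6 and 14.8 in the libraries labelled WT and 16.2 and 16.3 in those labelled KO (log2 fold change of -0.11, standard error 0.08, adjusted p = 0.408 from limma with Benjamini-Hochberg adjustment). The SETD2 transcript was therefore not lower in the libraries labelled KO, and directions between WT and KO rest on the labels. In the second table SETD2 TPM was 12.0 and 12.2 in the libraries labelled KO, 439 and 422 with SETD2 FL, and 1329 and 1264 with SETD2 C.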

To understand the effect of SETD2 accumulation on the transcriptome of cells, RNA-Seq was performed. 

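In the comparison of SETD2 FL with the libraries labelled KO, 12 genes were higher and 1 was lower at a fold change of at least 2 and an adjusted p of at most 0.05 (limma with Benjamini-Hochberg adjustment), out of 15929 genes tested. At the adjusted p alone, 28 genes were higher and 5 lower. An unadjusted p under 0.05 was reached by 2536 genes, which is 15.9% of those tested. Both SETD2 FL libraries lay on one side of both KO libraries for 48.2% of genes, where chance gives 33.3%. Apart from SETD2, the largest increases were in AC073140.1 and HSPA6. AC073140.1 (ENSG00000286171), a single-exon lncRNA on chromosome 7 from 148941483 to 148941638, was listed at 0 in both KO libraries and at a TPM of 1.66 and 3.67 with SETD2 FL (adjusted p = 0.0363 from limma). Its transcript is 156 nt long, so these values may rest on few reads, and the number of reads is unknown. HSPA6 (ENSG00000173110), a single-exon gene on chromosome 1 from 161524540 to 161526894, had a TPM of 2.34 ± 0.035 (SD, n = 2) with SETD2 FL and 0.185 ± 0.021 (SD, n = 2) in KO. Its log2 fold change was 2.06 (standard error 0.26, adjusted p = 0.037 from limma). The gene that was lower, the lncRNA AC005759.1 (ENSG00000268650) on chromosome 19 from 18204730 to 18220480, had a log2 fold change of -1.43 (standard error 0.20, adjusted p = 0.0473 from limma). When only the 4 libraries of these groups entered the fit, 4 genes were higher and 1 lower, and neither AC073140.1 nor AC005759.1 passed the threshold. Without a trend in eBayes, and with no filter beyond a TPM above 0, neither these genes nor HSPA6 passed it. Of the 124 genes the paper lists in Supplementary Data 1, 75 passed the filter on low TPM here, 74 of these changed in the paper's direction and 9 were among the genes called. HSPA6 is in the paper's list for this comparison, and AC073140.1 and AC005759.1 are not.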

The rescue of KO cells with SETD2 FL resulted in the differential expression of 124 genes [Fold change (FC) ≥2, false discovery rate (FDR) ≤0.05] (Figure 2A; Supplementary Data S1). Strikingly, SETD2 C expression in KO cells resulted in a much more pronounced effect with 1282 upregulated and 122 downregulated genes (Figure 2B; Supplementary Data S1). 

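With SETD2 C, relative to the libraries labelled KO, 597 genes were higher and 50 lower at the same thresholds. These included 401 protein-coding genes and 196 lncRNAs that were higher, and 29 protein-coding genes and 21 lncRNAs that were lower. The adjusted p alone moved these counts most, to 3358 genes higher and 2404 lower. At the adjusted p alone the direction of the split depended on the scaling, with 5507 genes higher and 1115 lower without scaling, and 2456 higher and 2785 lower under quantile normalization. With both thresholds kept, the number higher ranged from 267 with a TPM of at least 1 in every library to 987 at a pseudocount of 0.1. Quantile normalization moved the split between directions, from 92.3% of called genes higher to 72.5%, with 342 genes higher and 130 lower. Without scaling, the median log2 fold change of all genes was 0.18 relative to KO and 0.16 relative to SETD2 FL, against 0.05 and 0.04 after scaling. It was 0.14 relative to KO when TPM was rescaled without the mitochondrially encoded genes and SETD2. With each of the 4 libraries left out in turn, between 558 and 583 of the 647 called genes kept a change of at least 2-fold in the same direction. After SETD2, the largest increases were in HSPA6 and ANKRD37. HSPA6 had a log2 fold change of 3.63 (standard error 0.26, adjusted p = 9.9e-05 from limma with Benjamini-Hochberg adjustment). ANKRD37 (ENSG00000186352), on chromosome 4 from 185396021 to 185400628, had a TPM of 163 ± 12.2 (SD, n = 2) with SETD2 C and 13.1 ± 0.962 (SD, n = 2) in KO, a log2 fold change of 3.44 (standard error 0.08). The largest decreases were in MT-ATP8, MT-ATP6 and FP236383.2, a lncRNA on chromosome 21 from 8393419 to 8394341. The paper lists MT-ATP8 and MT-ATP6 as lower in this comparison and does not list FP236383.2. MT-ATP8 (ENSG00000228253) and MT-ATP6 (ENSG00000198899) lie on the mitochondrial chromosome and overlap between positions 8527 and 8572. Their log2 fold changes were -2.33 (standard error 0.15) and -2.24 (standard error 0.16). All 13 mitochondrially encoded protein genes had a negative log2 fold change, with a median of -1.37, and 8 of them were called. Of the 1404 genes in the paper's table for this comparison, 1055 were tested here, 1051 changed in the paper's direction and 516 were called.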

Additionally, a comparison of SETD2 C versus SETD2 FL-expressing KO cells revealed that a total of 1200 genes exhibited significant differential expression with the majority of them (1084) upregulated (Figures 2C,D; Supplementary Data S1). 

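Relative to SETD2 FL, SETD2 C had 536 genes higher and 67 lower by the same criteria, so 88.9% of the called genes were higher. The split was 337 higher and 125 lower under quantile normalization. At the adjusted p alone, 3409 genes were higher and 2675 lower, against 5190 and 1508 without scaling, and 2699 and 3066 under quantile normalization, where most were lower. Both SETD2 C libraries lay on one side of both SETD2 FL libraries for 72.3% of genes and for all 603 called genes. With each of the 4 libraries left out in turn, from 509 to 538 of these kept a change of at least 2-fold in the same direction. An exact permutation test of 2 libraries against 2 cannot give a p below 0.333. The SETD2 C and SETD2 FL libraries share no replicate number, so a difference in day or batch between these groups could not be separated. Of the genes higher than in SETD2 FL, 371 were also called higher than in KO. ANKRD37, HILPDA and ADM had the largest increases. HILPDA (ENSG00000135245), on chromosome 7 from 128455849 to 128458418, had a TPM of 666 ± 26.8 (SD, n = 2) with SETD2 C and 55.9 ± 0.884 (SD, n = 2) with SETD2 FL, a log2 fold change of 3.43 (standard error 0.10, adjusted p = 2.88e-06 from limma). ADM (ENSG00000148926), on chromosome 11 from 10305073 to 10307397, had a log2 fold change of 2.79 (standard error 0.10, adjusted p = 4.53e-06 from limma). AC073140.1 was listed at 0 in both SETD2 C libraries. Among the 1200 genes of the paper's table, 950 were tested here and 944 changed in the paper's direction, and 469 were called.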

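NEAT1 (ENSG00000245532) is a lncRNA on chromosome 11 of GRCh38 from 65422774 to 65445540 on the plus strand, with a single exon in its reference transcript of 22743 nt. The NEAT1 primers the paper lists match that transcript from position 3761 to 3920. NEAT1 had a TPM of 668 ± 127 (SD, n = 2) with SETD2 C and 111 ± 1.26 (SD, n = 2) in the libraries labelled KO, a log2 fold change of 2.43 (standard error 0.11, adjusted p = 1.04e-05 from limma with Benjamini-Hochberg adjustment). MMP12 (ENSG00000262406) and MMP13 (ENSG00000137745) are genes of 10 exons on the minus strand of the same chromosome, from 102862736 to 102874982 and from 102942995 to 102955732. The MMP13 primers match its reference transcript from position 691 to 920, a product of 230 bp. No match of the listed MMP12 primer pair to a reference transcript was obtained here. MMP12 had a TPM of 1.07 and 0.86 with SETD2 C and 0.04 in both KO libraries. MMP13 had a TPM of 0.84 and 0.57 with SETD2 C and 0.13 and 0.05 in KO. Their log2 fold changes were 1.37 (standard error 0.20, adjusted p = 0.00209 from limma) and 0.96 (standard error 0.22, adjusted p = 0.0117 from limma). The pseudocount set the size of these changes, which were 2.82 for MMP12 and 1.99 for MMP13 at a pseudocount of 0.1, and 0.87 and 0.60 at a pseudocount of 1. The change of MMP13 was below a fold change of 2. Under quantile normalization MMP12 was also below it, with a log2 fold change of 0.985, and MMP13 had one of 0.585 (adjusted p = 0.0747 from limma).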

The higher expression of some of the genes observed in the RNA-Seq data was validated by performing qPCR (Figures 2E–G). The mRNA levels of SETD2 FL and SETD2 C were not significantly different in our RNA-seq data, suggesting that the differences observed are not due to the differences in the transcript abundance of the two SETD2 variants.

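SETD2 TPM was 431 ± 12.2 (SD, n = 2) with SETD2 FL and 1297 ± 45.8 (SD, n = 2) with SETD2 C. The difference exceeded the spread between replicates, with a log2 fold change of 1.46 (standard error 0.06, adjusted p = 7.09e-06 from limma with Benjamini-Hochberg adjustment). Across the settings with a test the adjusted p ranged from 2.08e-07 to 0.000996. Relative to KO, the log2 fold change in TPM was 5.08 with SETD2 FL and 6.54 with SETD2 C. The paper's values in Supplementary Data 1, made on the CPM scale, are 5.065 and 5.835. RSEM divides by transcript length, and the 2 constructs differ in length. From the absence of a significant difference, the paper proposes that the expression changes do not stem from the transcript abundance of the SETD2 variants.

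**Figure D1:**
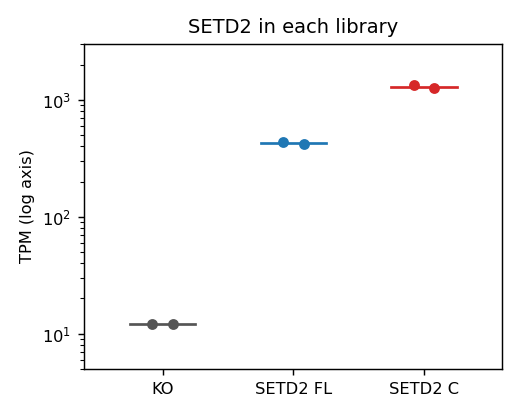
SETD2 TPM on a log axis in each library of KO cells and of KO cells expressing SETD2 FL or SETD2 C. Points are libraries and lines are group means, and both SETD2 C libraries (mean 1297) lie above both SETD2 FL libraries (mean 431).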

**FIGURE 2:**
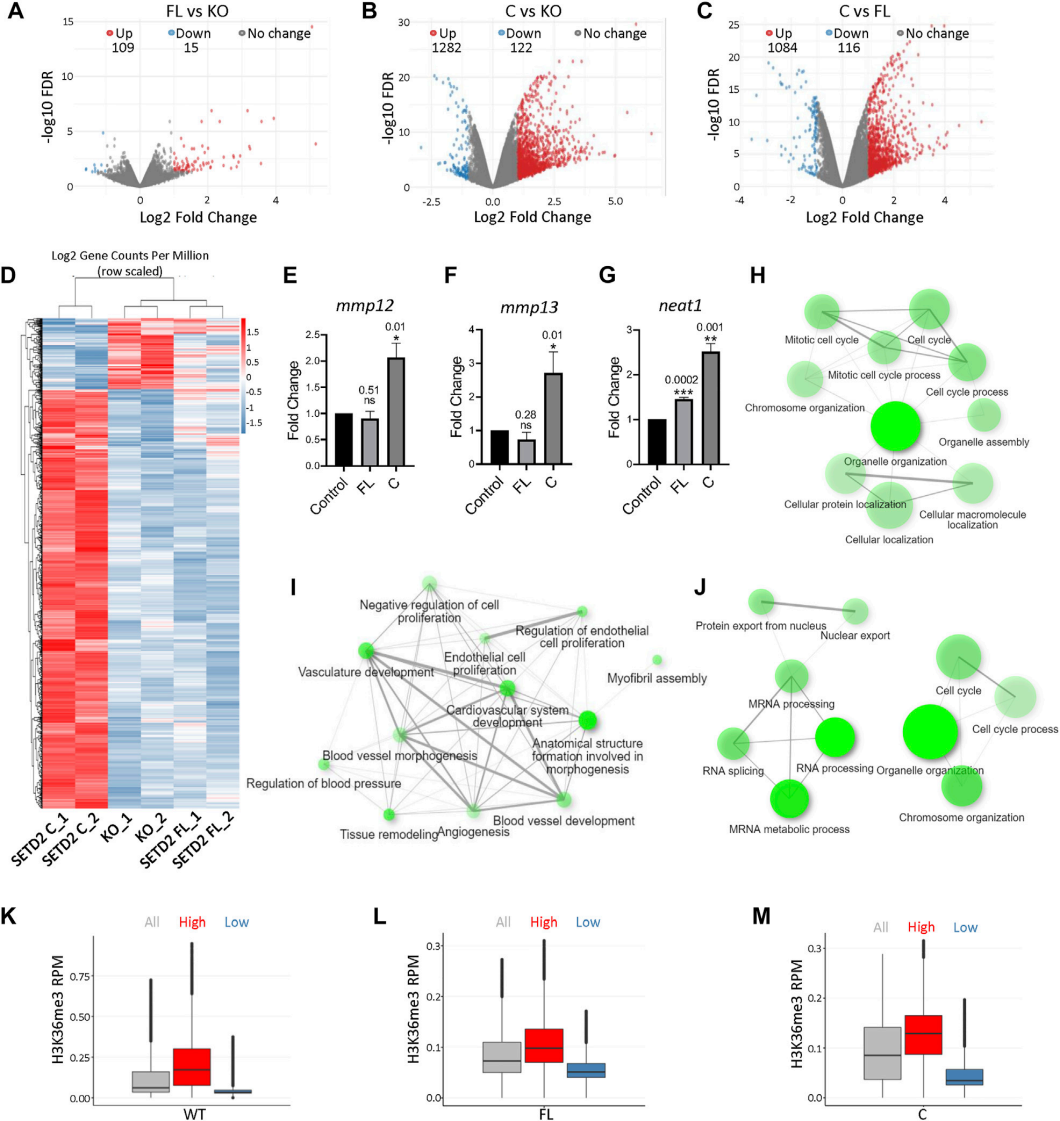
Removal of the SETD2 N-terminus leads to changes in gene expression. **(A–C)** Volcano plot showing the expression changes occurring upon expression of SETD2 FL and C in KO cells. Each dot represents a gene. RNA was isolated 72 h post-transfection. **(D)** Heat map showing differentially expressed genes upon the expression of SETD2 C and FL in KO cells. **(E–G)** RNA was isolated from KO cells 72 h post-transfection with GFP- control, SETD2 full-length (FL), or SETD2 C (C). Specific primers were designed to detect the indicated genes and quantitative PCR was performed. For each sample *n* = 3 independent biological samples were examined in the same sequencing run. Data are presented as mean values with a Standard Error of Mean. An unpaired *t*-test (two-tailed) was performed. *p*-value <0.05 was considered significant. *p*-values are depicted on the top of the respective graphs. GAPDH was used for normalization. **(H–J)** GO-term analysis of genes upregulated upon expression of SETD2 FL and SETD2 C in KO cells using ShinyGO (http://bioinformatics.sdstate.edu/go/). **(K–M)** Box plot showing the H3K36me3 and expression level of genes. The expression cutoffs are 0 < TPM≤2 and TPM≥4 to define low- and high-expressed protein-coding genes, respectively, in FL and C samples; and 0 < TPM≤0.1 and TPM≥0.5 to define low- and high-expressed lncRNA genes, respectively, in FL and C samples. In the boxplots, the black line inside the box shows the median. The box bottom and top border correspond to 25th and 75th percentiles (Q1 and Q3 respectively). The whiskers represent ranges from Q1—1.5 * IQR to Q3 + 1.5 * IQR where IQR stands for interquartile range (Q3—Q1). Data points outside the whiskers could be outliers and are marked as black dots.

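By the mean TPM of the 2 replicates, 10154 protein-coding genes were high-expressed and 5574 low-expressed with SETD2 FL, and 10508 were high-expressed and 5690 low-expressed with SETD2 C. For lncRNAs, 1982 genes were high-expressed and 2385 low-expressed with SETD2 FL, against 2453 and 2417 with SETD2 C. A total of 10040 protein-coding genes and 1884 lncRNAs were high-expressed in both. When each replicate had to fall on the same side of the limit, 1758 lncRNAs with SETD2 FL and 2201 with SETD2 C remained high-expressed. As low-expressed, 744 and 639 remained. TPM is listed to the hundredth, which is coarse beside the lncRNA limit of 0.1.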

To understand the category of genes that are differentially expressed upon SETD2 expression, a Gene Ontology (GO) term analysis was performed. This revealed that the genes upregulated upon SETD2 C expression in KO cells were enriched in pathways related to the cell cycle (Figure 2H). By contrast, the genes that were upregulated upon SETD2 FL expression in KO cells were enriched in negative regulation of cell proliferation (Figure 2I). This is consistent with our previous report where SETD2 FL expression resulted in a decreased cell proliferation (Bhattacharya and Workman, 2020). 

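GO terms were not used here. Instead, a list of 97 cell cycle genes was tested as a set, with 43 S phase and 54 G2/M phase genes, all of which passed the filter. Relative to KO, the median log2 fold change of the 97 genes with SETD2 C was 0.06, and 61 genes had a positive value. None was called at a fold change of at least 2. At the adjusted p alone, 30 of the 97 were higher and 15 lower. The set did not pass the threshold (adjusted p = 0.432, limma's camera test, two-sided, Benjamini-Hochberg adjustment over 21 set tests). Among 10000 lists of genes matched on mean expression, 95% had a median between -0.125 and -0.008, and the median of the 97 genes lay above that range. The 2 parts moved differently. The G2/M phase genes had a median of 0.16 with 44 of 54 positive (adjusted p = 0.0017 from limma's camera test), and the S phase genes had a median of -0.10 with 17 of 43 positive (adjusted p = 0.0185 from limma's camera test). Against matched lists, the S phase median lay within the range of 95% of lists, from -0.152 to 0.022, and the G2/M median lay above it. Without scaling, the median of the S phase genes was 0.04. The 97 genes passed an unadjusted p of 0.05 without scaling (median 0.21), under quantile normalization (median 0.11) and in the fry test of limma. Across all settings their median ranged from 0.002 to 0.207, and the highest unadjusted p was 0.774 from limma's camera test.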

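The set of antiproliferative genes, written by hand before the data were examined, held 19 genes of the CDK inhibitor, BTG/TOB, GADD45 and retinoblastoma families, of which 17 passed the filter. Between SETD2 FL and KO their median log2 fold change was -0.01, 8 of 17 were positive, and none was called (adjusted p = 0.33 from limma's camera test). Of the lists matched on expression, 95% had a median between -0.078 and 0.085. Their median was 0.01 without scaling, 0.005 with no filter beyond a TPM above 0 and 0.06 when TPM was rescaled without the mitochondrially encoded genes and SETD2. The cell cycle genes had a median of 0.03 in the same comparison, with 59 of 97 positive (adjusted p = 0.185 from limma's camera test). The G2/M phase genes had a median of 0.07, with 37 of 54 positive (adjusted p = 0.0106 from limma's camera test).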

The genes differentially expressed upon the comparison of SETD2 C and SETD2 FL datasets also revealed enrichment in cell cycle and mRNA processing-related pathways (Figure 2J). Furthermore, a closer inspection of the RNA-Seq data revealed that around 40% of genes upregulated upon SETD2 C expression as compared to SETD2 FL are long non-coding RNAs (lncRNA) (Supplementary Data S1).

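The cell cycle genes had a median log2 fold change of 0.05 between SETD2 C and SETD2 FL, with 57 of 97 positive, and the set did not pass the threshold (adjusted p = 0.856 from limma's camera test). Under quantile normalization the median was 0.07, past an unadjusted p of 0.05. The median lay above the range of 95% of lists matched on expression, from -0.13 to -0.005. Genes of the splicing factor and hnRNP families, taken by symbol prefix, numbered 85 after the filter. Their median was -0.06, with 29 of 85 positive and none called (adjusted p = 0.0185 from limma's camera test). It lay within the range of 95% of matched lists, from -0.143 to -0.019, so it was not lower than that of genes of similar expression. Without scaling their median was 0.06, and under quantile normalization it was -0.004.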

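Of the 536 genes called higher with SETD2 C than with SETD2 FL, 237 were lncRNAs, or 44.2% (Wilson 95% interval of 40.1% to 48.4%, which covers counting error only). LncRNAs made up 15.8% of the genes tested. In all, 9.44% of tested lncRNAs and 2.23% of tested protein-coding genes were called higher. The share was 48.1% at a pseudocount of 0.1 and 34.7% under quantile normalization. The strand of the reads was not used here, so lncRNAs that overlap other genes are uncertain.

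**Figure D2:**
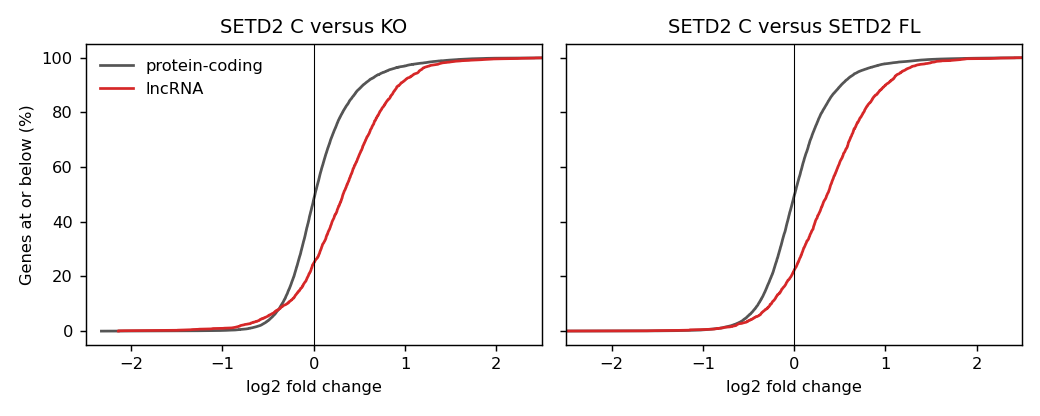
Cumulative percent of tested genes at or below each log2 fold change, for lncRNAs and protein-coding genes, in SETD2 C versus KO and SETD2 C versus SETD2 FL. The lncRNA curve lies to the right, with median values of 0.32 and 0.36 against 0.01 and 0.004 for protein-coding genes.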

Next, we looked for possible correlations between our RNA-seq and H3K36me3 ChIP-seq data. Analysis of H3K36me3 peaks in WT cells revealed that this mark is enriched on highly expressed genes (Figure 2K). In both SETD2 FL and C rescued cells, the H3K36me3 mark resembled the pattern found in WT cells with greater enrichment observed on highly expressed genes (Figures 2L,M).

Collectively, our data suggest that the removal of the N-terminal region of SETD2 resulted in high levels of H3K36me3 that positively correlated with increased gene expression.

### Deletion of the N-terminal region of SETD2 leads to changes in alternative splicing

Previously, we and others have shown that SETD2 is a regulator of alternative splicing (AS) of RNA (Luco et al., 2010; Chen et al., 2019; Bhattacharya et al., 2021a; Bhattacharya et al., 2021b). Hence, we looked for possible differences in AS in our data sets. RMATS analysis revealed changes in AS upon expression of SETD2 FL and SETD2 C in KO cells (Figure 3A; Supplementary Data S2). Similar to what was observed upon performing differential gene expression analysis, expression of SETD2C resulted in a much more pronounced effect on AS with a total of 1945 differential events (FDR ≤0.05) (Figure 3A; Supplementary Data S2). Out of these, 1271 events were increased and 674 were decreased upon SETD2 C expression (Figure 3A; Supplementary Data S2). The changes belonged to several kinds of splicing events, such as skipped exon, alternative 5′ splice site, alternative 3’ splice site, mutually exclusive exons, and retained intron. Most changes belonged to skipped exon and retained intron events (Figure 3A; Supplementary Data S2).

**FIGURE 3:**
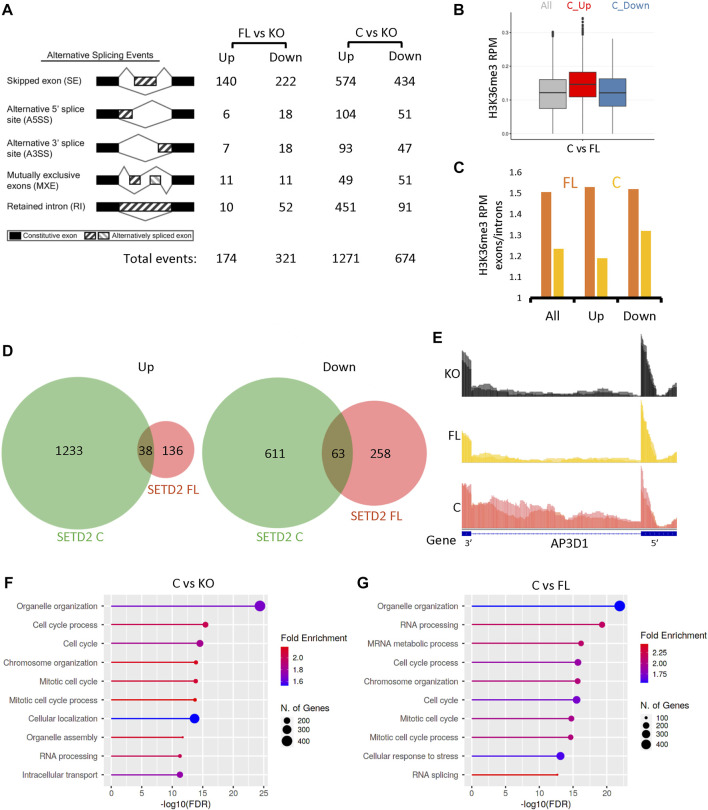
SETD2 accumulation leads to alternative splicing defects. **(A)** RMATS analysis depicting the differential AS events in SETD2 FL and SETD2 C expressing KO cells. The cartoon was taken from http://rnaseq-mats.sourceforge.net/. **(B)** A box plot showing the H3K36me3 level of genes that show differential alternative splicing upon SETD2 C expression as compared to SETD2 FL. In the boxplots, the black line inside the box shows the median. The box bottom and top border correspond to 25th and 75th percentiles (Q1 and Q3 respectively). The whiskers represent ranges from Q1—1.5 * IQR to Q3 + 1.5 * IQR where IQR stands for interquartile range (Q3—Q1). Data points outside the whiskers could be outliers and are marked as black dots. **(C)** A bar graph showing the H3K36me3 enrichment over exons as compared to introns of genes that show an increase (Up) or decrease (Down) in splicing events in C as compared to FL. “All” is the overall enrichment of all genes. For this analysis, for each protein-coding gene, the longest transcript was selected and the transcripts that overlapped with each other were removed (Ensembl 96 annotation). As a result, 15311 transcripts were used in the subsequent downstream analysis. Next, for each selected transcript, the mean H3K36me3 signal values in the exon and intron region were extracted and computed. An enrichment score was calculated as the ratio of the mean exon signal divided by the mean intron signal. **(D)** Venn diagrams showing the overlap of differential AS events resulting from the expression of SETD2 FL and SETD2 C in KO cells. **(E)** Genome browser tracks depicting the reads from RNA-Seq data. The blue solid blocks on the X-axis denote the exons. **(F,G)** GO-term analysis of differential AS events upon expression of SETD2 FL and SETD2 C in KO cells using ShinyGO (http://bioinformatics.sdstate.edu/go/).

Next, we analyzed the H3K36me3 exon enrichment of the genes showing differential AS events. The H3K36me3 levels were found to be higher at the genes that showed increased splicing in SETD2 C versus SETD2 FL (Figure 3B). Furthermore, an anticorrelation of exon enrichment score was observed with splicing event upon SETD2 C expression, meaning where splicing was down-regulated, a higher enrichment score was seen (Figure 3C). However, this negative correlation was not seen in FL expressing cells in which a constant exon enrichment value of around 1.5 was observed over the same genes (Figure 3C).

Furthermore, the analysis of the AS events also revealed that the events resulting from the expression of SETD2 C and SETD2 FL were largely non-overlapping (Figure 3D). Such difference can be visualized using the genome browser tracks of genes such as AP3D1 which shows the greater retention of intron 23 upon SETD2 C expression (Figure 3E). Notably, the GO-term analysis revealed that the differential AS events caused by SETD2 C expression in KO cells were enriched in pathways belonging to the cell cycle (Figure 3F). Similar to gene expression analysis, the differential AS events upon the comparison of SETD2 C and SETD2 FL datasets revealed enrichment in pathways belonging to cell cycle and RNA processing (Figure 3G).

To conclude, the removal of the N-terminal region of SETD2 resulted in changes in AS and the genomic distribution of H3K36me3.

### SETD2 stabilization results in phenotypic changes that correlate with the changes in the transcriptome

Analysis of the transcriptome of cells revealed that the expression of SETD2 C resulted in the differential expression and splicing of numerous genes associated with the regulation of the cell cycle. Hence, we next investigated whether SETD2 stabilization is associated with phenotypic changes.

To this end, the effect on cell proliferation was tested by performing MTT [3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide] assay. It is a colorimetric assay for assessing the number of viable cells present by estimating the metabolic activity of cells. Consistent with our previous report, SETD2 C expression led to a significant increase in cell proliferation (Figure 4A) (Bhattacharya and Workman, 2020). Next, Transwell and Matrigel assays were performed to inspect the migration and invasion of cells, respectively. SETD2 C expression in KO cells resulted in their increased migration and invasion as can be seen by the pronounced crystal violet staining as compared to the vector control which suggests a greater number of cells (Figures 4B–E). The rescue of KO cells with SETD2 FL led to opposite effects with cells showing reduced invasion and migration, consistent with the tumor-suppressive role of SETD2 (Li et al., 2016b; González-Rodríguez et al., 2020; Hu et al., 2020) (Figures 4B–E).

**FIGURE 4:**
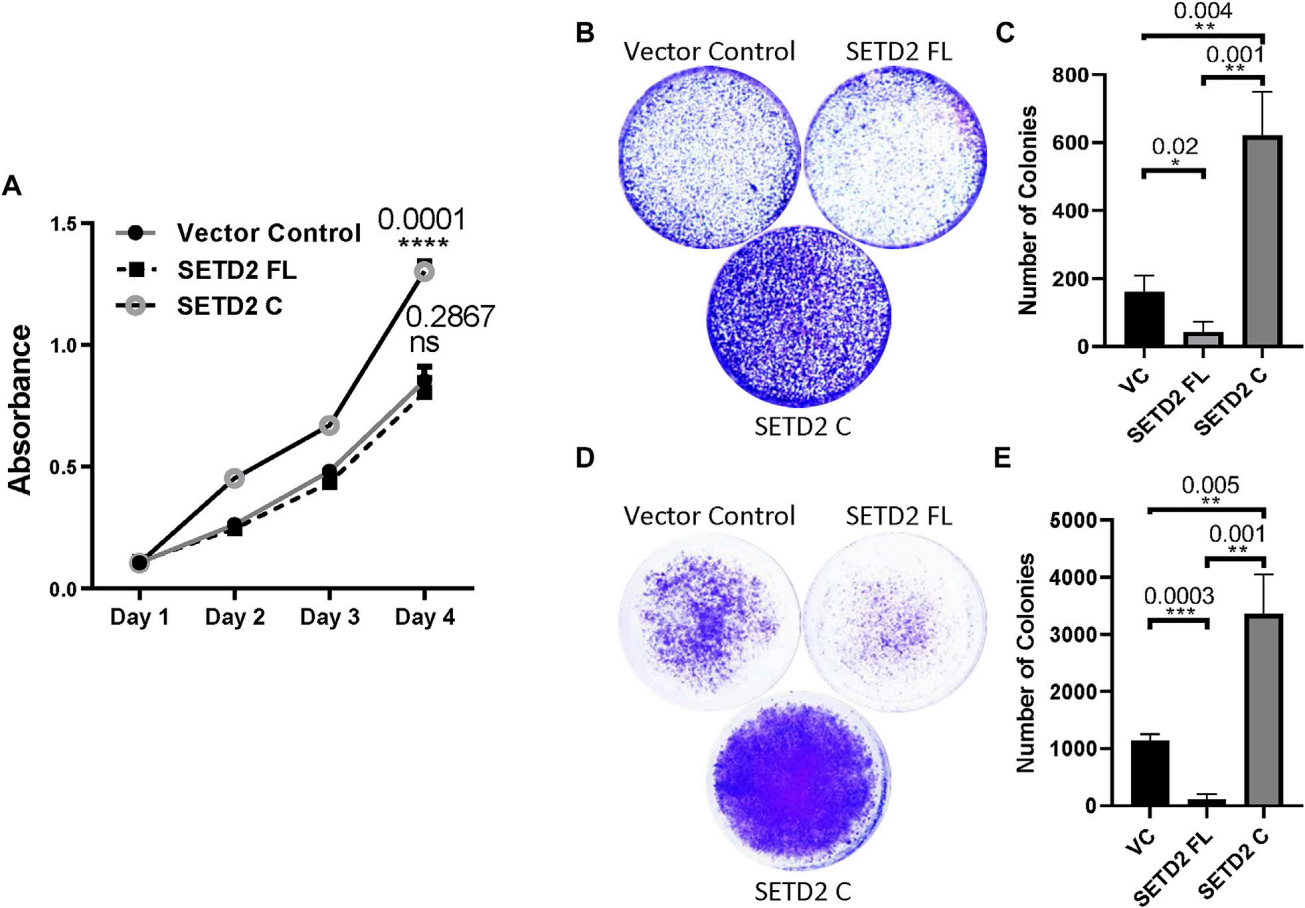
SETD2 accumulation results in cancer-related phenotypes. **(A)** A plot showing the results of the MTT assay to check cell proliferation. *n* = 3 independent biological samples examined in 3 independent experiments. ANOVA (2-way) was performed. *p*-value < 0.05 was considered significant. **(B–E)** Crystal violet-stained plates of invasion and migration assays were performed using KO cells expressing GFP-SETD2 FL and SETD2 C along with the associated quantification. *n* = 3 independent biological samples examined in 3 independent experiments. An unpaired *t*-test (two-tailed) was performed. *p*-value < 0.05 was considered significant. Data are presented as mean values with a Standard Error of Mean.

Collectively, our data suggest that the removal of the SETD2 N-terminal region results in widespread molecular changes in mammalian cells and is associated with phenotypic abnormalities.

## Discussion

Although the role of the proteasome in regulating the stability of SETD2 is evident, it is not clear why the cellular half-life of SETD2 is so tightly regulated. This work follows up on our previous reports in illustrating the importance of the poorly characterized N-terminal segment of SETD2 in governing its appropriate function. We discovered that SETD2 accumulation results in changes in the H3K36me3 distribution, the transcriptome, and the phenotype of cells. We cannot rule out that the rescue of the KO cells with SETD2 constructs under a non-native promoter might be responsible for some of the observed changes. Yet, the expression of FL and C results in markedly different effects, although both are under the control of the CMV promoter. Previously, we have shown that the CMV-driven expression of FL and C are comparable at transcript level (Bhattacharya and Workman, 2020). Hence, the difference in the protein abundance between FL and C is likely responsible for the majority of the observed changes.

We previously showed that when SETD2 accumulates in cells, its dependency on RNA Pol II is reduced for H3K36me3 deposition (Bhattacharya and Workman, 2020). Strikingly, the ChIP-Seq data of H3K36me3 suggests that association with RNA Pol II is not required for recruitment of SETD2 to chromatin as previously assumed, but rather for SETD2 enzymatic activity like we previously speculated (Bhattacharya and Workman, 2020). Studies performed in yeast have also shown that binding to Pol II is required for Set2’s enzymatic activation (Wang et al., 2015). Notably, the Set2ΔSRI ChIP profile shows enrichment at the coding sequence of genes that is skewed towards the 5′ end much like what we found for H3K36me3 when SETD2 CΔSRI is introduced in setd2Δ cells (Suzuki et al., 2016). Possibly, Set2/SETD2 can continue to engage with the transcription elongation complex even in the absence of its interaction with RNA Pol II. In the future, it will be interesting to ascertain how the H3K36me3 and Set2/SETD2 enrichment within the gene bodies occurs even without the Pol II association.

Although H3K36me3 continued to be enriched within the gene bodies on expressing the stable variants of SETD2, it differed from the canonical distribution with reduced enrichment over exons and more presence in intergenic regions [Figure 5]. The disordered N-terminus region of SETD2 enables its robust degradation by the proteasome [Figure 5] (Bhattacharya et al., 2021c). This maintains SETD2’s dependency on Pol II-mediated activation for the deposition of the H3K36me3 mark. However, removal of the N-terminus region results in SETD2 accumulation that causes Pol II-independent deposition, as well as a non-canonical deposition of the H3K36me3 mark [Figure 5]. This non-canonical distribution of the H3K36me3 modification that is a known transcription activation mark, and a regulator of alternative splicing may result in the transcriptome changes that we observed. 

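NEAT1 was higher with SETD2 C than with SETD2 FL, with a log2 fold change of 2.34 (standard error 0.11, adjusted p = 1.15e-05 from limma with Benjamini-Hochberg adjustment). MALAT1 (ENSG00000251562), a lncRNA on chromosome 11 from 65497640 to 65508073, had a TPM of 85.8 ± 24.8 (SD, n = 2) with SETD2 C, 28.1 ± 0.375 (SD, n = 2) with SETD2 FL and 33.8 ± 5.98 (SD, n = 2) in KO. Its log2 fold change was 1.44 (standard error 0.18, adjusted p = 0.000968 from limma) relative to SETD2 FL and 1.17 relative to KO. MMP10 (ENSG00000166670), on chromosome 11 from 102770502 to 102780628, had a TPM of 0.69 and 0.61 with SETD2 C, 0.04 and 0.02 with SETD2 FL, and 0.15 and 0.02 in KO. Its log2 fold change relative to SETD2 FL was 1.06 (standard error 0.22, adjusted p = 0.0077 from limma), and 0.808 under quantile normalization, below a fold change of 2. Relative to KO it was 0.93, below a fold change of 2, and under quantile normalization the adjusted p there was 0.104 from limma. MMP12 and MMP13 had a TPM of 0.11 ± 0.014 and 0.16 ± 0.014 (SD, n = 2) with SETD2 FL. Their log2 fold changes relative to SETD2 FL were 1.19 (standard error 0.20) and 0.80 (standard error 0.22), the latter below a fold change of 2. Under quantile normalization MMP12 was also below it, with a log2 fold change of 0.931, and the adjusted p of MMP13 was 0.112 from limma. At these TPM values the fold change depends on the pseudocount.

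**Figure D3:**
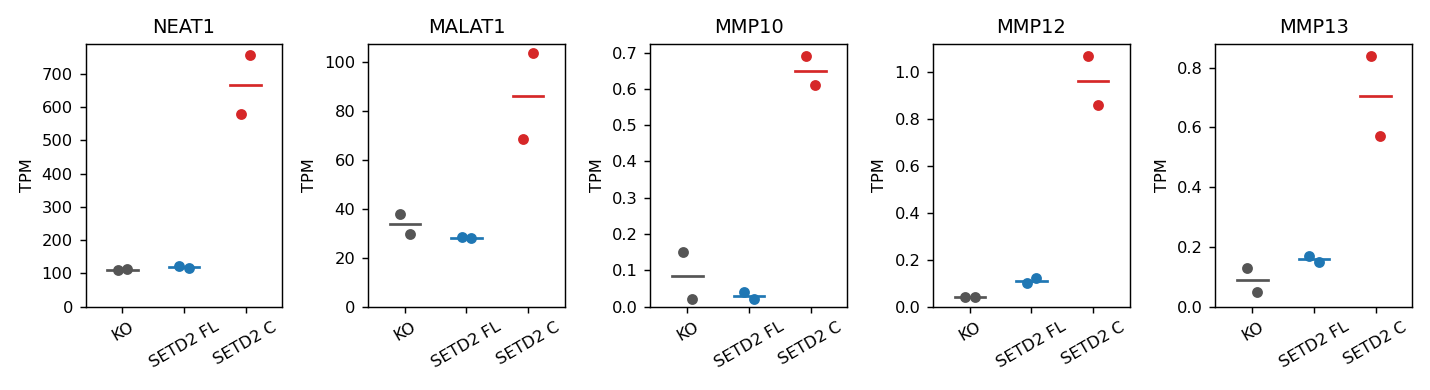
TPM of NEAT1, MALAT1, MMP10, MMP12 and MMP13 in each library of KO cells and of KO cells expressing SETD2 FL or SETD2 C. Points are libraries and lines are group means, the axes start at 0, and both SETD2 C libraries lie above the other 4 for each gene.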

The list of aberrantly expressed genes includes NEAT1, MALAT1, MMP10, MMP12, and MMP13 that not only are functionally important but also have disease relevance (Vaalamo et al., 1998; West et al., 2014; Hirata et al., 2015; Chen T et al., 2017). Consistent with the upregulation of these genes, we saw increased migration and invasion of cells in our phenotypic assays [Figure 4]. Notably, a subset of genes that were downregulated in setd2Δ mouse embryonic stem cells (mESCs) belonged to the MAPK pathway (Zhang et al., 2014). Consistent with this, MAPK pathway genes such as the DUSP1, 2, and 5 were upregulated upon SETD2 accumulation (Supplementary Data S1). Furthermore, 52 genes from the ZNF family were upregulated upon SETD2 accumulation that are implicated in transcriptional regulation, signal transduction, and cell migration (Supplementary Data S1) (Cassandri et al., 2017). It is also striking that the transcript abundance of numerous lncRNAs was increased upon SETD2 C expression. 

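DUSP1 (ENSG00000120129), on chromosome 5 from 172768096 to 172771195, had a TPM of 83.1 ± 1.92 (SD, n = 2) with SETD2 C, 19.7 ± 1.88 (SD, n = 2) with SETD2 FL and 23.3 ± 0.962 (SD, n = 2) in KO. Its log2 fold change was 1.66 relative to KO (standard error 0.07, adjusted p = 8.41e-06 from limma with Benjamini-Hochberg adjustment) and 1.92 relative to SETD2 FL. DUSP5 (ENSG00000138166), on chromosome 10 from 110497907 to 110511533, had a TPM of 6.70 ± 0.191 (SD, n = 2) with SETD2 C and 2.94 ± 0.163 (SD, n = 2) in KO. Its log2 fold change was 0.93 relative to KO (standard error 0.11, adjusted p = 0.000976 from limma), below a fold change of 2, and 1.02 relative to SETD2 FL. DUSP2 (ENSG00000158050), on chromosome 2 from 96143169 to 96145440, had a TPM of 0.41 and 0.48 with SETD2 C, 0.17 and 0.21 with SETD2 FL, and 0.14 and 0.07 in KO, and did not pass the filter on low TPM. With no such filter its log2 fold change relative to KO was 0.59 (standard error 0.10, adjusted p = 0.017 from limma).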

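Symbols that start with ZNF and a digit numbered 641 among the genes listed, and 435 passed the filter. Of these, 33 were called higher in SETD2 C than in KO and none lower, and 21 were called higher and 1 lower in SETD2 C than in SETD2 FL, with 18 higher in both. The share called higher than in KO was 7.59% of ZNF genes and 3.64% of other genes (Fisher's exact test, two-sided, p = 0.000152). Relative to SETD2 FL the shares were 4.83% and 3.32% (Fisher's exact test, two-sided, p = 0.103). The median log2 fold change of the family relative to KO was 0.21, with 308 of 435 genes positive, and 0.05 under quantile normalization. ZNF genes have many paralogs, so the authors' assignment of reads among them is uncertain.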

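Among the 2510 lncRNAs tested, 75.1% had a positive log2 fold change between SETD2 C and KO and 77.8% between SETD2 C and SETD2 FL. In the comparison with KO, lncRNAs were 32.8% of the genes called higher (Wilson 95% interval of 29.2% to 36.7%). In the comparison with SETD2 FL, 10 lncRNAs were called lower. Under quantile normalization the median log2 fold change of lncRNAs was 0.06 relative to KO and 0.14 relative to SETD2 FL.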

SETD2 C interacts with the RNA-processing proteins the hnRNPs and also forms intranuclear phase-separated condensates (Bhattacharya et al., 2021a; Bhattacharya et al., 2021c). SETD2 has been shown to bind lncRNA like MALAT1 (Zhang et al., 2020). In the future, it will be interesting to investigate whether these properties of SETD2 C contribute to the transcript abundance changes that were observed.

**FIGURE 5:**
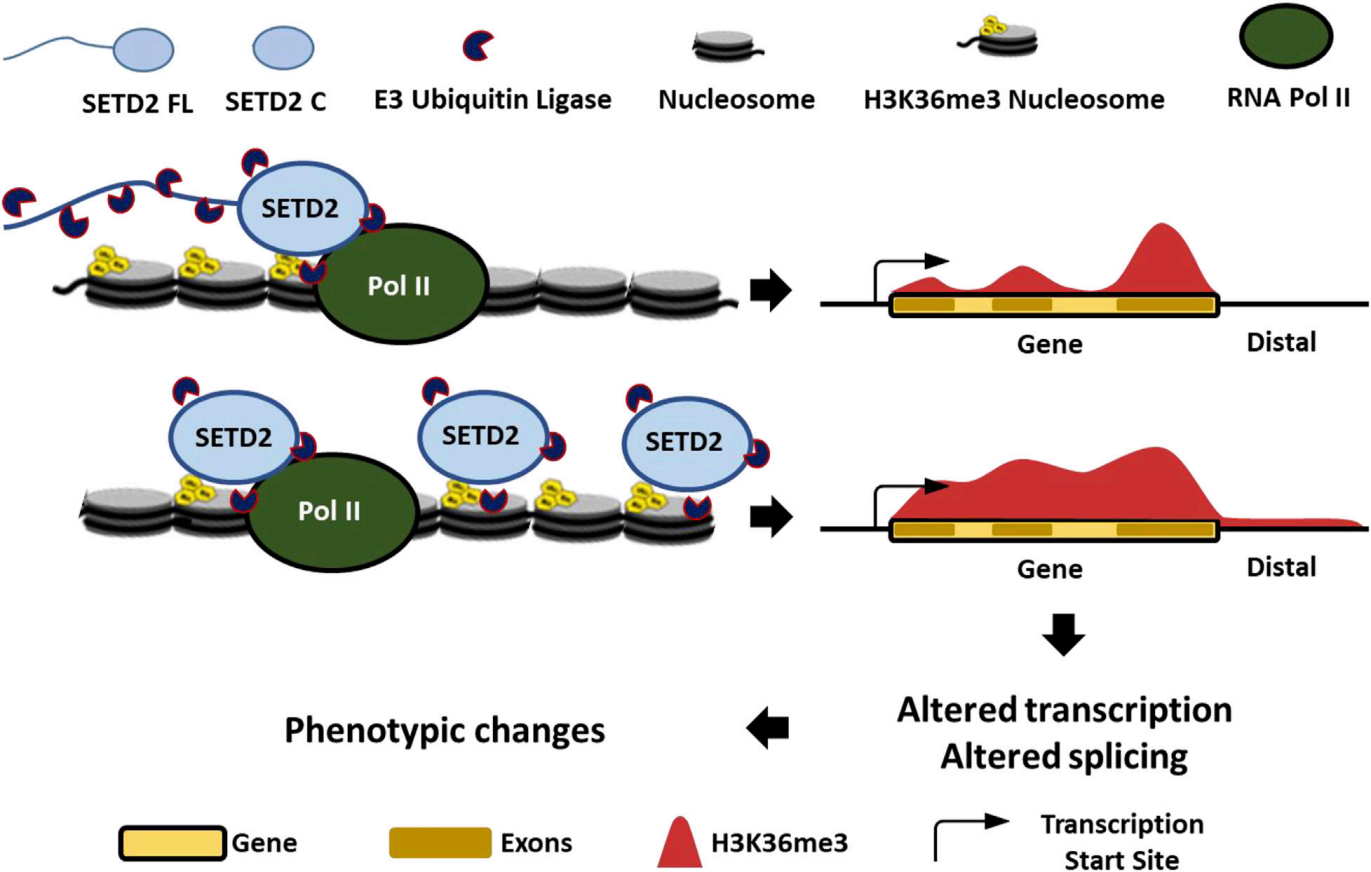
Proteolysis-mediated regulation of SETD2 levels is important to maintain its appropriate function.

The highly expressed genes upon SETD2 C expression also had higher H3K36me3 levels, consistent with the association of this mark with transcription activation. However, it is noteworthy that increased H3K36me3 levels did not always contribute to increased gene expression as we observed for the CLIC4 gene. 

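CLIC4 (ENSG00000169504) lies on chromosome 1 of GRCh38 from 24745382 to 24844321 on the plus strand. Its TPM was 56.3 ± 2.16 (SD, n = 2) with SETD2 C, 49.4 ± 3.49 (SD, n = 2) with SETD2 FL and 50.7 ± 1.42 (SD, n = 2) in KO. After scaling, the log2 fold change of SETD2 C was 0.003 relative to KO (standard error 0.06, adjusted p = 0.972 from limma with Benjamini-Hochberg adjustment) and 0.06 relative to SETD2 FL (standard error 0.06, adjusted p = 0.46 from limma). Across the settings tried, the value relative to KO ranged from -0.133 to 0.15 and that relative to SETD2 FL from -0.075 to 0.187, lowest after adjustment for GC content, chosen after the data were seen, and highest without scaling. The lowest adjusted p was 0.106 and 0.0615 from limma.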

Besides affecting the transcriptome, important epigenetic regulators like DNMT3a, MutSα, and MORF may be mistargeted by the aberrant H3K36me3 as we have suggested previously (Bhattacharya and Workman, 2020). Expression of the SETD2 shorter splice variant with transcript ID ENST00000638947.1 might lead to similar perturbations in the H3K36me3 profile to what was observed upon expression of SETD2 C. Also, the missense and truncation mutations found in SETD2 in cancers can potentially alter half-life, leading to aberrant H3K36me3 deposition (Supplementary Figure S3). SETD2 is a very important protein and the cell tightly regulates its accumulation as too much of it results in inadvertent consequences.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: Gene Expression Omnibus (GEO) database under the. accession number GSE147752. Original data underlying this manuscript can be accessed from the Stowers Original Data Repository at http://www.stowers.org/research/publications/libpb-1725.

# Supplementary material for: Elevated levels of the methyltransferase SETD2 causes transcription and alternative splicing changes resulting in oncogenic phenotypes
**Source:** Front Cell Dev Biol. 2022 Aug 10;10:945668. doi: 10.3389/fcell.2022.945668
**Supplement:** Supplementary file 1

# Supplementary Information

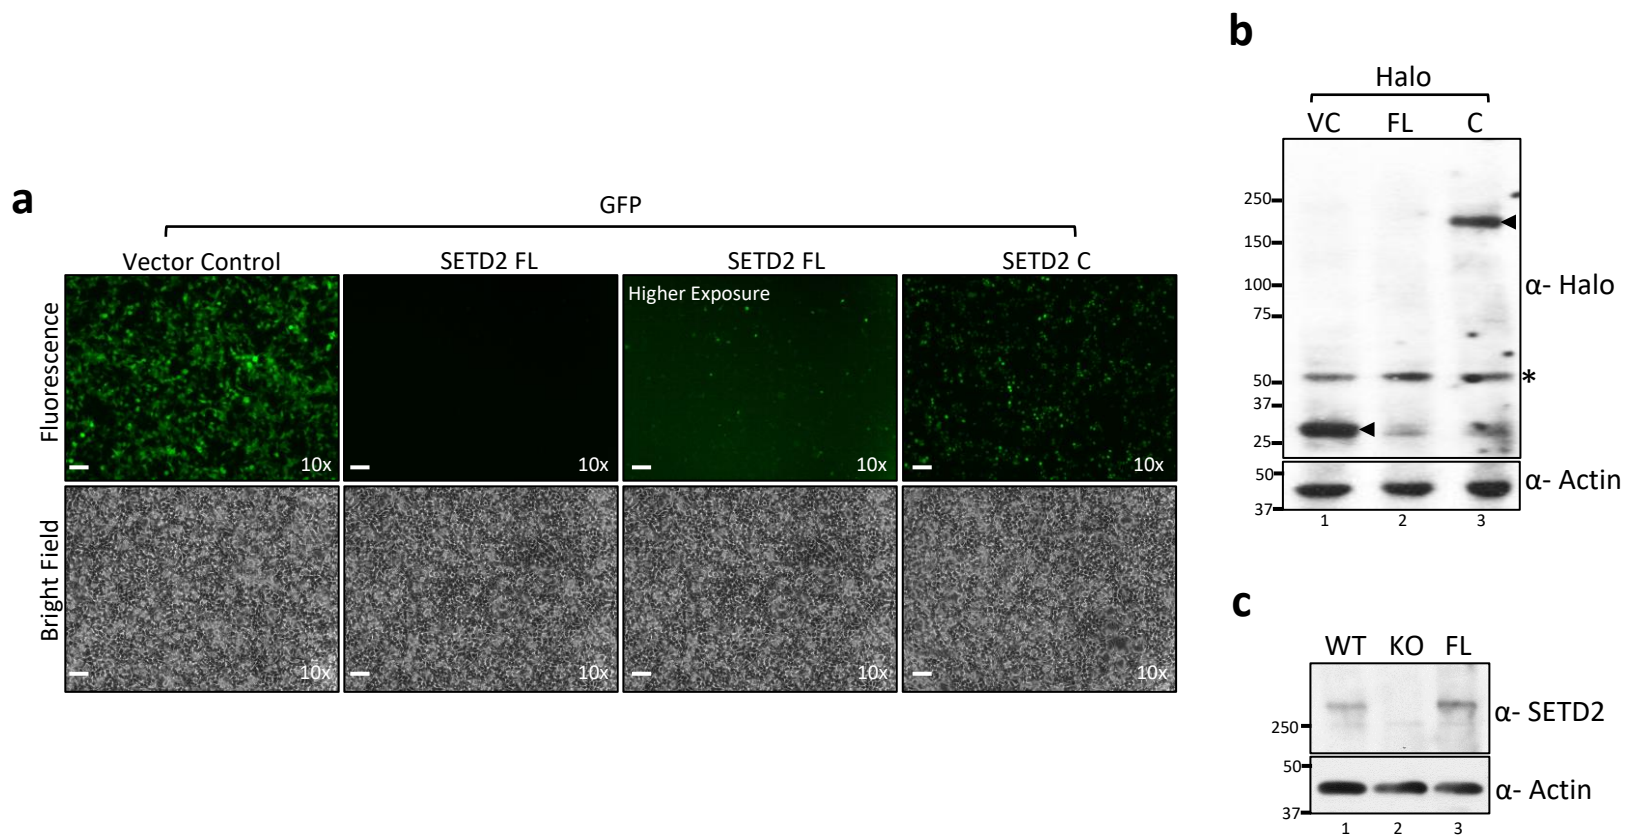

**Figure S1:** (a) Microscopy images showing the expression of GFP-SETD2 constructs in 293T cells. (b) Western blot of whole-cell lysates probed with the depicted antibodies. *setd2Δ* 293T (KO) cells were transfected with Halo-vector control (VC), SETD2 full-length (FL), or SETD2 C (C) and lysates were prepared 72 hrs post-transfection.\* denotes non-specific band. The expected bands for the target are depicted by arrows. (c) Western blot of whole-cell lysates probed with the depicted antibodies. In FL, *setd2Δ* 293T (KO) cells were transfected with GFP-SETD2 full-length and lysates were prepared 72 hrs post-transfection. WT is Wild Type.

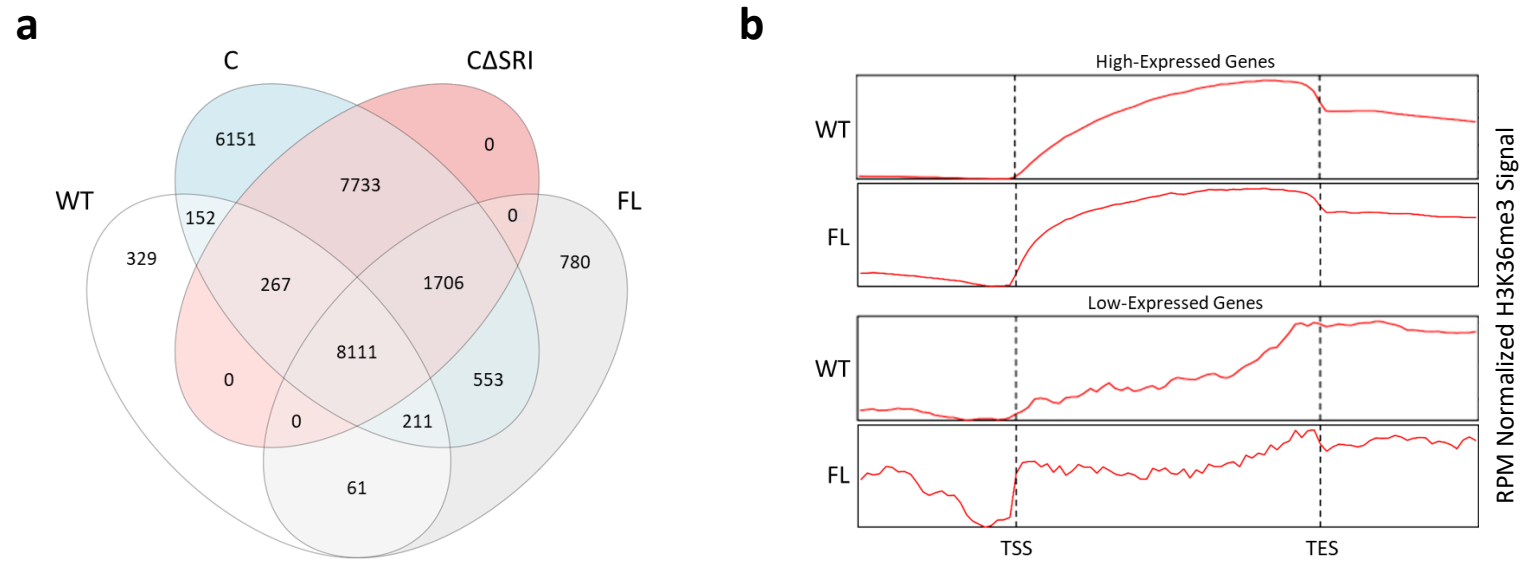

**Figure S2:** (a) Venn diagram showing the overlap of H3K36me3 peaks between different samples. (b) Metagene plots depicting the normalized distribution of H3K36me3 in WT and SETD2 FL-expressing KO cells.

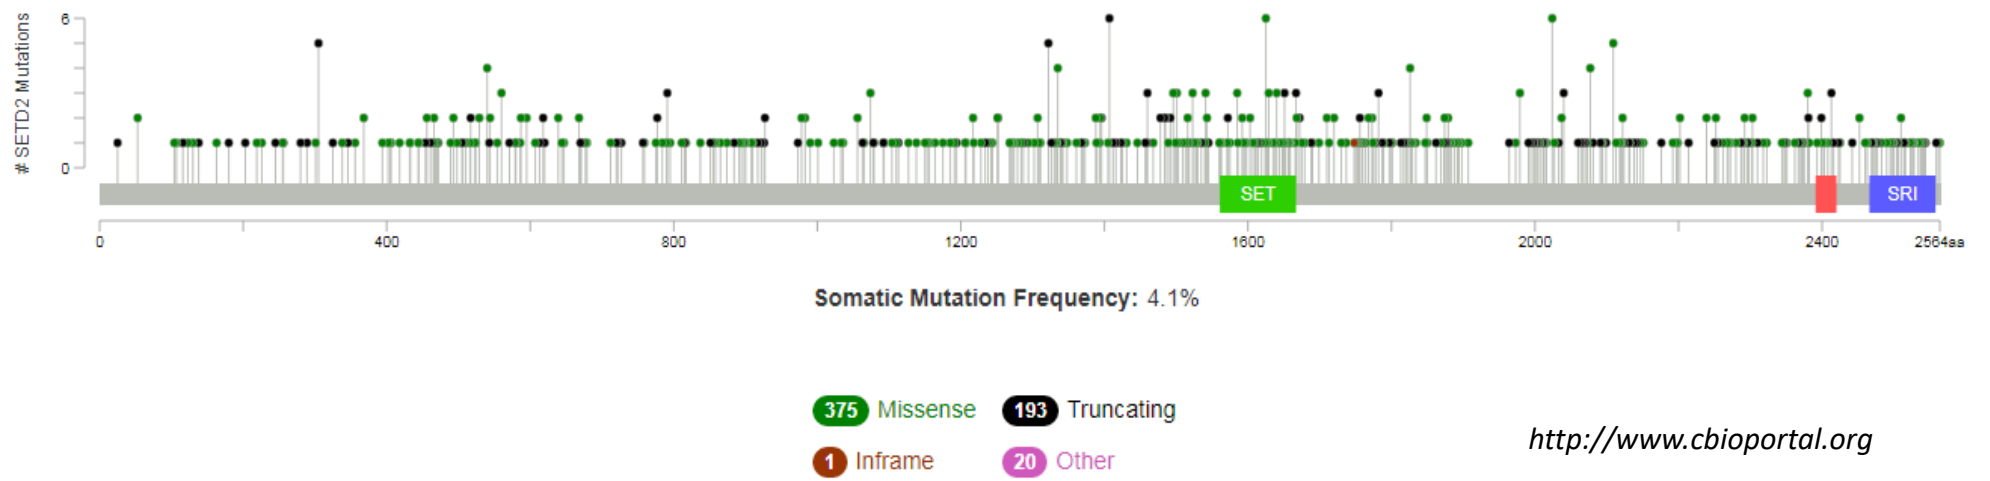

**Figure S3:** Cartoon depicting the location of various mutations found in SETD2 gene of cancer patients that may result in the generation of truncated forms of SETD2 with altered half-lives.

| Oligo   | Sequence (5'-3')         |
|---------|--------------------------|
| MMP12_F | AACCAACGCTTGCCAAATCC     |
| MMP12_R | TTTCCACGGTAGTGACAGC      |
| MMP13_F | CATGAGTTCGGCCACTCCTT     |
| MMP13_R | CCTCGGAGACTGGTAATGGC     |
| NEAT1_F | TCGACCCCTATCACATTGCC     |
| NEAT1_R | CTCAGCAGTCTGCAGACC       |
| GAPDH_F | TTCGACAGTCAGCCGCATCTTCTT |
| GAPDH_R | CAGGCGCCCAATACGACCAAATC  |

**Figure S4:** Sequence of oligos used to perform qPCR.

How the deposited data were processed for this re-analysis (not part of the article)

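RNA-seq of HEK293T cells was analysed in 10 libraries, 2 each of WT and KO in a first table and 2 each of KO, SETD2 FL and SETD2 C in a second. The authors aligned the reads, estimated TPM per gene with RSEM and deposited the TPM values without normalization between libraries. TPM is relative to the sum over a library and to transcript length, so a rise in a few genes lowers all others, and no depth or counting error can be derived from it. The authors tested differential expression with edgeR on counts, which were not used here. The H3K36me3 ChIP-seq samples and the splicing events were not analysed here.

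Gene types, positions, transcript lengths and GC content came from GENCODE 44 on GRCh38. Of the listed genes, 58472 matched by identifier, 21 by symbol and 391 not at all, and 113 of the unmatched genes passed the filter on low TPM. TPM was scaled by each library's median ratio to the geometric mean over protein-coding and lncRNA genes with a TPM of at least 1 in every library. Values were tested as log2(scaled TPM + 0.5) with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with trend). Genes with a TPM of at least 0.5 in at least 2 libraries were tested, 15929 in the second table and 14741 in the first. The 6 libraries of the second table shared one fit. Genes were called at a fold change of at least 2 and a Benjamini-Hochberg adjusted p of at most 0.05. Gene sets were tested with limma's camera, two-sided, with an inter-gene correlation of 0.01. Where the genes of a set vary together more than this, the camera p is too small. The cell cycle list was that of the Seurat package, and the other sets were written by hand. Medians of sets were also placed among 10000 lists of the same size matched on mean expression.

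The genes named were those the paper names for its RNA data, the 3 largest increases and the 3 largest decreases in each comparison among called genes whose groups did not overlap, and the mitochondrially encoded protein genes. Replicate numbers came from the sample labels. The WT and KO libraries of the first table share the numbers 1 and 2, so a replicate block was fitted as an alternative there.

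The procedure was tested on simulated data built from the means and spread of 15929 genes with 200 genes changed. The simulated changes were 1.5 or 3 on the log2 scale, both above the threshold of a fold change of 2. The procedure recovered 183 of the 200 (91.5%) and made 2 false calls. Recovery of smaller changes was not tested. No gene was called in a comparison without changes. Of 200 random sets without a shift, 1% had a camera p under 0.05. The noise was drawn independently for each gene, so this cannot show how camera behaves for sets whose genes vary together.

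Designs, named genes and most alternatives were set before the data were examined. The alternatives were pseudocounts of 0.1 and 1, other filters on low TPM, no scaling, quantile normalization, TPM rescaled without the mitochondrially encoded genes and SETD2, a fit of only the groups compared, eBayes without trend, the adjusted p alone, fry in place of camera, and each library left out in turn. Adjustment for GC content, adjustment for transcript length and the inclusion of all gene types were added after the data were seen.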

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

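The test sets for HIF, sterol synthesis and p53 genes were written after the leading genes had been seen and leave out the genes seen by then. ADM, one of the 3 largest increases relative to SETD2 FL, is in the HIF list. The histone set is itself the pattern that was noticed. Adjusted p values are over 12 set tests, and over 21 for the mitochondrially encoded genes. The tests of the TPM scale, of mitochondrial rRNA and of RNAs without a poly(A) tail were chosen only after the result was seen.

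The paper does not report on the HIF target genes. In a list of 28 tested genes, the median log2 fold change between SETD2 C and KO was 1.12, all 28 were higher, and 16 were called (adjusted p = 6.84e-21 from limma's camera test). The fry test of limma gave an unadjusted p of 4.67e-05. Relative to SETD2 FL the median was 1.21. Adjustment for GC content left a median of 1.05 and adjustment for transcript length 1.07, so neither explains the pattern fully. SETD2 FL, also transfected, had a median of -0.115 relative to KO, so transfection as done for SETD2 FL did not raise these genes. SETD2 C and SETD2 FL libraries share no replicate number, so a difference in day or batch between them is not excluded. Higher HIF activity in the SETD2 C cultures is a candidate explanation. Cell density, medium and the day of transfection were not given in the labels and could not be tested, so a difference in culture cannot be told apart from an effect of SETD2 C.

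Sterol synthesis genes, also not discussed by the paper, had a median log2 fold change of -0.55 between SETD2 C and KO, with 17 of 18 genes lower and 3 called (adjusted p = 6.31e-08 from limma's camera test). Relative to SETD2 FL the median was -0.67. The list leaves out the genes that drew attention, so lower sterol synthesis in these cultures is a candidate explanation, with the same limit on culture conditions.

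The 13 mitochondrially encoded protein genes had a median log2 fold change of -1.37 between SETD2 C and KO (adjusted p = 1.66e-08 from limma's camera test). Between SETD2 FL and KO the median was 0.45, with all 13 higher (adjusted p = 6.96e-08 from limma's camera test) and none called. All 13 were also higher in the first SETD2 FL library than in the second, so they varied together. Both camera p values assume an inter-gene correlation of 0.01 and are likely too small for such genes. The lowest adjusted p of a single gene between SETD2 FL and KO was 0.125 from limma. With each library left out in turn, the lowest value of each gene stayed positive, from 0.032 for MT-ND3 to 0.528 for MT-ND6. The size of this increase thus depended on single libraries. Between SETD2 C and SETD2 FL the median was -2.12, with 11 called. The 13 genes made up 2.44% and 2.78% of TPM with SETD2 C, 10.4% and 7.43% with SETD2 FL, and 6.73% and 5.88% in KO. In the first table the range was from 11.8% to 22.6%, so this share also varied without SETD2 C. The scale of TPM does not account for the decrease, since the median was -1.222 without scaling and -1.32 under quantile normalization. The rRNAs MT-RNR1 and MT-RNR2 had log2 fold changes of 0.517 and 0.58 and were higher in both SETD2 C libraries than in both KO libraries, which goes against fewer mitochondrial transcripts of every kind as measured. Whether the selection steps recovered mitochondrial mRNA and rRNA differently between libraries was not tested. The sample labels mention both rRNA depletion and poly(A) enrichment, and which of these applies to which RNA library is unclear.

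Replication-dependent histone genes had a median log2 fold change of 0.78 between SETD2 C and KO, with 30 of 34 genes higher and 11 called (adjusted p = 5.12e-07 from limma's camera test). Most of their mRNAs lack a poly(A) tail, and many are near-identical paralogs. If poly(A) selection was used, which the labels leave unclear for each library, less complete selection would raise other such RNAs. Of the 7 examined, 5 had a positive log2 fold change relative to KO and 2 a negative one. In both SETD2 C libraries, 3 of the 7 were above both KO libraries, namely RN7SK and the mitochondrial rRNAs MT-RNR1 and MT-RNR2 given above. Of these, 1, RN7SK, was also above both SETD2 FL libraries. A larger share of cells in S phase would raise the S phase genes, whose median was -0.103 (0.04 without scaling). A rise of S phase genes was thus not seen. The RNAs without a poly(A) tail did not all rise, but a contribution of poly(A) selection is not excluded.

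The p53 target genes had a median log2 fold change of 0.29 between SETD2 FL and KO, with 21 of 24 higher, 4 of them past the adjusted p alone and none called (adjusted p = 1.95e-11 from limma's camera test). Higher p53 activity after transfection with SETD2 FL is a candidate explanation, but p53 activity itself was not measured in these HEK293T cells. The KO libraries are described as untreated, so transfection and SETD2 FL cannot be told apart in this comparison. In SETD2 C the median relative to KO was 0.17 (adjusted p = 0.0874).

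The paper does not report WT against KO RNA. In the first table, 150 genes were higher and 50 lower in the libraries labelled WT. With the replicate number as a block, 159 were higher and 55 lower, and all 200 genes called without the block were called with it. The correlation of same-numbered deviations across genes was 0.15. SPARC, BEX1 and DECR1 were the most increased and PAGE5, MAGEA12 and CSAG1 the most decreased in WT, with log2 fold changes from -4.37 to 5.45. SETD2 itself did not differ, so these directions rest on the labels. If SETD2 FL restored the WT state, these genes would move toward WT. Of 157 tested in both tables, 65.6% moved toward WT with SETD2 FL, but the median shift was 0.10 and 1 gene was called. With SETD2 C, 73.2% did. A shared response to transfection may contribute, and clonal differences of the KO line were not tested.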

How the results depend on the processing

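The GC and length adjustments and the inclusion of all gene types were chosen only after the result was seen. Set tests are taken here at an unadjusted p of 0.05. No paired analysis was possible for KO, SETD2 FL and SETD2 C because these groups share fewer than 2 replicate numbers with each other. The SETD2 C libraries are numbered 1 and 2, SETD2 FL 3 and 4, and KO 2 and 4. What the numbers stand for is not given. If they mark a day or batch, SETD2 C against SETD2 FL is fully confounded with it. For WT against KO, the replicate block gave 159 genes higher and 55 lower. With 1 library left in a group no test was made. The cause was not tested for any change below.

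SETD2 between SETD2 C and SETD2 FL kept its direction and stayed past the threshold in every setting with a test, with log2 fold changes from 1.39 to 1.59, and from 1.40 to 1.52 with each library left out. The mitochondrially encoded proteins between SETD2 C and KO kept theirs in every setting with a test, with medians from -1.55 to -1.22, and from -1.51 to -1.27 with each library left out.

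At an adjusted p of at most 0.05 alone, 28 genes were higher and 5 lower with SETD2 FL than KO, 3358 and 2404 with SETD2 C than KO, 3409 and 2675 with SETD2 C than SETD2 FL, and 467 and 194 in WT than KO. At a pseudocount of 0.1, 987 genes were higher and 93 lower for SETD2 C against KO, 853 and 104 for SETD2 C against SETD2 FL, and 0 were lower for SETD2 FL against KO, where 2536 genes had an unadjusted p under 0.05 at the pseudocount of 0.5. At a pseudocount of 1, the numbers higher were 335 for SETD2 C against KO, 317 for SETD2 C against SETD2 FL, 6 for SETD2 FL against KO and 96 for WT against KO, with 32 lower in WT. The lncRNA share was then 35.96% and 15 ZNF genes were higher.

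With a TPM of at least 1 in every library, 267 genes were higher for SETD2 C against KO, 263 for SETD2 C against SETD2 FL, 5 for SETD2 FL against KO and 60 for WT against KO, with 23 lower in WT. The lncRNA share was 39.16%, 8 ZNF genes were higher, and the RNA processing families had a median of -0.065, short of the threshold. With no filter beyond a TPM above 0, 3 genes were higher and 0 lower for SETD2 FL against KO, and 58 and 15 for WT against KO, and the antiproliferative genes had a median of 0.005.

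Under quantile normalization, 342 genes were higher and 130 lower for SETD2 C against KO, and 337 and 125 for SETD2 C against SETD2 FL. The lncRNA share was 34.72% and 16 ZNF genes were higher. The cell cycle genes passed the threshold for SETD2 C against KO (median 0.109) and against SETD2 FL (median 0.072), and the RNA processing families did not (median -0.004). Without scaling, the cell cycle genes passed for SETD2 C against KO (median 0.207), the RNA processing families had a median of 0.063, the antiproliferative genes 0.013, AP3D1 a log2 fold change of 0.059 against KO, NEAT1 -0.111 for WT against KO, and 4 genes were lower for SETD2 FL against KO. In the fry test the cell cycle genes passed for SETD2 C against KO (median 0.061) and the RNA processing families did not (median -0.065).

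In the fit of only the groups compared, 4 genes were higher for SETD2 FL against KO. Without trend, 0 were lower. GC adjustment gave 0 genes lower for SETD2 FL against KO, a median of -0.024 for the cell cycle genes against SETD2 FL, and CLIC4 at -0.133 against KO and -0.075 against SETD2 FL. Length adjustment gave a lncRNA share of 37.47% and CLIC4 at -0.049 against KO. With all gene types, 5 genes were higher for SETD2 FL against KO and 79 lower for SETD2 C against KO.

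With each library left out in turn, log2 fold changes near 0 changed sign: CLIC4 against KO ranged from -0.032 to 0.038, DUSP5 for SETD2 FL against KO from -0.183 to 0.003, MMP10 for SETD2 FL against KO from -0.304 to 0.027, and, for WT against KO, MALAT1 from -0.081 to 0.372 and NEAT1 from -0.145 to 0.181. Of the other results, apart from those with a library left out, 596 kept their direction and their side of a p of 0.05, or for counts stayed within 1.5 times, although sizes and single calls at a fold change of 2 moved among them, 23 no longer had a p of at most 0.05 (adjusted for single genes), 6 moved and 5 changed sign. Depth is unknown, so its limit on genes with low TPM could not be measured.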

Differences from the paper's values

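No test in this part was chosen after the result was seen. The paper reports 124 differentially expressed genes between SETD2 FL and KO, against 13 here, and none of the alternatives set before the data were examined closed the gap. Between SETD2 C and KO, the paper's 1282 upregulated and 122 downregulated genes stand against 597 and 50. A pseudocount of 0.1 gave 987 and 93, within 1.5 times of the paper's, and quantile normalization gave 130 downregulated genes. The other alternatives did not close these gaps. Between SETD2 C and SETD2 FL, the paper's 1200 genes, 1084 of them upregulated, stand against 603 and 536. A pseudocount of 0.1 gave 957 and 853, and TPM without scaling gave 733 upregulated genes, and the others did not close the gap. The paper's text gives 52 upregulated ZNF genes. Supplementary Data 1 holds 56 ZNF symbols upregulated between SETD2 C and KO, 52 of them protein-coding. Here 33 were called higher, 28 of them protein-coding, so the counts to set side by side are 56 and 33, or 52 and 28. Counted over both gene types, a pseudocount of 0.1 gave 49 and TPM without scaling gave 41, and the others did not close the gap.

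The paper's log2 fold change of SETD2 between SETD2 C and KO is 5.835 in Supplementary Data 1, against 6.54 here. The paper's values between SETD2 C and KO are 3.381 for MMP10, 3.863 for MMP12 and 3.356 for MMP13, against 0.93, 1.37 and 0.96. Between SETD2 C and SETD2 FL they are 3.544, 2.846 and 2.099, against 1.06, 1.19 and 0.80. None of the alternatives set before the data were examined closed these gaps. At a pseudocount of 0.1, the values were 2.01, 2.82 and 1.99 against KO, and 2.44, 2.24 and 1.51 against SETD2 FL. Ratios of mean TPM, with no pseudocount or scaling, were 7.65, 24.12 and 7.83 against KO for MMP10, MMP12 and MMP13. Against SETD2 FL they were 21.67, 8.77 and 4.41. The small values here thus depend on the pseudocount of 0.5, and the ratios rest on TPM values near 0. The paper's log2 fold change of DUSP5 between SETD2 C and KO is 1.015, against 0.93. The difference was within the replicate SD of 0.069 at a pseudocount of 0.1 (1.01), without scaling (1.06), without SETD2 C replicate 1 (0.95) and without KO replicate 2 (0.97), and in none of the others. DUSP5 is below a fold change of 2 relative to KO here, but passed both thresholds at a pseudocount of 0.1 and without scaling. MMP10 and MMP13 relative to KO, and MMP13 relative to SETD2 FL, are also below it, and all 3 passed at a pseudocount of 0.1. MMP13 relative to KO also passed without scaling (1.02).

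The paper lists DUSP2 as upregulated with SETD2 C. It did not pass the filter here. Without that filter its log2 fold change was 0.59 relative to KO (adjusted p = 0.017 from limma), below a fold change of 2 at the pseudocount of 0.5. The ratio of mean TPM, with no pseudocount or scaling, was 4.24, from low TPM values. The paper states that the mRNA of the SETD2 variants did not differ significantly, whereas SETD2 TPM was higher with SETD2 C by a log2 fold change of 1.46. The paper finds cell cycle terms enriched among genes upregulated with SETD2 C, and the cell cycle list as a whole did not pass the threshold here. Its median nevertheless lay above those of lists matched on expression. The list did pass under quantile normalization, without scaling and in the fry test relative to KO, and under quantile normalization relative to SETD2 FL. In other settings it did not, and its median relative to KO fell as low as 0.002. The paper finds negative regulation of proliferation among genes upregulated with SETD2 FL, and the antiproliferative list had a median log2 fold change of -0.01. These lists are not the GO terms of the paper.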

Other observations

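The test of SETD2 length and the adjustments of the number of called genes for GC content and length were chosen only after the result was seen. The others were chosen before.

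SETD2 differed more between SETD2 C and SETD2 FL in TPM, by 1.46 on the log2 scale, than on the paper's CPM scale, where the log2 fold changes relative to KO in Supplementary Data 1 differ by 0.77. Over 56 other genes that the paper lists in both comparisons with KO, the gap computed in the same way had an SD of 0.365, and 2 had a gap at least as large as the 0.69 of SETD2. Over 433 genes of the paper's direct comparison of SETD2 C with SETD2 FL, the gap to the paper's value had an SD of 0.30. A candidate explanation is transcript length in the TPM scale, since the constructs differ in length by 1.14 on the log2 scale of residues. SETD2 C is the shorter construct, and CPM values do not divide by length. SETD2 was higher with SETD2 C on both scales, so the gap bears on the size of the difference and not on its direction. Which scale is closer to the number of SETD2 transcripts was not tested.

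The over-representation of lncRNAs among genes higher with SETD2 C than SETD2 FL was tested against technical explanations. Protein-coding genes matched to the lncRNAs in mean expression were called higher in 5.58% of cases (95% of 10000 draws between 4.7% and 6.49%), against 9.44% of lncRNAs, so low expression accounts for part of the excess and not all of it. Reads of unspliced pre-mRNA might raise lncRNAs that overlap a protein-coding gene on the same strand. Of these, 10.48% were called higher, against 9.49% of lncRNAs over 5 kb from any protein-coding gene (Fisher's exact test, two-sided, p = 0.659). Since lncRNAs far from protein-coding genes were called higher more often than the 2.23% of protein-coding genes, such overlap does not account for the excess as a whole, and a smaller contribution to overlapping lncRNAs cannot be excluded. Of lncRNAs that overlap a protein-coding gene on the opposite strand, 6.79% were called higher, and of those within 5 kb, 14.7%. Whether RNA selection differed between libraries was not tested for the lncRNAs.

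Retained introns were tested as a source of change in gene-level TPM. The 393 tested genes with a retained-intron event higher with SETD2 C in Supplementary Data 2 had a median log2 fold change of -0.044 between SETD2 C and KO, at percentile 73.7 of 10000 lists matched on expression, so no change in TPM specific to these genes was seen.

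After adjustment for GC content, 533 genes were higher and 59 lower with SETD2 C against KO, and 488 and 77 against SETD2 FL. After adjustment for length, 481 were higher and 75 lower against KO, and 435 and 91 against SETD2 FL, all of the higher ones also called higher without adjustment. The share of called genes that were higher thus went from 92.3% to 86.5% against KO and from 88.9% to 82.7% against SETD2 FL. The excess of higher genes was reduced by these adjustments and not removed.

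The antiproliferative genes, tested for SETD2 FL beside the paper's statement, were higher with SETD2 C. Their median log2 fold change was 0.32 relative to KO, with 13 of 17 positive and 2 called (adjusted p = 0.0191 from limma's camera test), and 0.42 relative to SETD2 FL, with 12 of 17 positive and 1 called (adjusted p = 0.0115 from limma's camera test).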
